# Depletion of eIF4G from yeast cells narrows the range of translational efficiencies genome-wide

**DOI:** 10.1186/1471-2164-12-68

**Published:** 2011-01-26

**Authors:** Eun-Hee Park, Fan Zhang, Jonas Warringer, Per Sunnerhagen, Alan G Hinnebusch

## Abstract

**Background:**

Eukaryotic translation initiation factor 4G (eIF4G) is thought to influence the translational efficiencies of cellular mRNAs by its roles in forming an eIF4F-mRNA-PABP mRNP that is competent for attachment of the 43S preinitiation complex, and in scanning through structured 5' UTR sequences. We have tested this hypothesis by determining the effects of genetically depleting eIF4G from yeast cells on global translational efficiencies (TEs), using gene expression microarrays to measure the abundance of mRNA in polysomes relative to total mRNA for ~5900 genes.

**Results:**

Although depletion of eIF4G is lethal and reduces protein synthesis by ~75%, it had small effects (less than a factor of 1.5) on the relative TE of most genes. Within these limits, however, depleting eIF4G narrowed the range of translational efficiencies genome-wide, with mRNAs of better than average TE being translated relatively worse, and mRNAs with lower than average TE being translated relatively better. Surprisingly, the fraction of mRNAs most dependent on eIF4G display an average 5' UTR length at or below the mean for all yeast genes.

**Conclusions:**

This finding suggests that eIF4G is more critical for ribosome attachment to mRNAs than for scanning long, structured 5' UTRs. Our results also indicate that eIF4G, and the closed-loop mRNP it assembles with the m^7 ^G cap- and poly(A)-binding factors (eIF4E and PABP), is not essential for translation of most (if not all) mRNAs but enhances the differentiation of translational efficiencies genome-wide.

## Background

Translation of most mRNAs in eukaryotic cells occurs by a scanning mechanism wherein the small (40S) ribosomal subunit recruits methionyl initiator tRNA (Met-tRNA_i_^Met^) in a ternary complex with eIF2-GTP, in a reaction stimulated by other eIFs, and the resulting 43S pre-initiation complex (PIC) binds near the m^7 ^G-cap structure of the mRNA to assemble the 48S PIC. Attachment of the 43S complex at the mRNA 5' end is stimulated by the eIF4F complex, comprised of cap-binding protein eIF4E, the scaffold subunit eIF4G, and the DExD/H-box helicase eIF4A, which is thought to provide a single-stranded region in the mRNA for recruiting the ribosome. Binding sites in eIF4G for either eIF3 (in mammals) or eIF5 and eIF1 (in yeast) are thought to facilitate recruitment of the 43S PIC to eIF4F bound at the cap structure. eIF4G also harbors a binding site for the poly(A)-binding protein (PABP) that, together with an RNA binding domain in the middle region of mammalian eIF4G, increases the stability of eIF4F binding to the mRNA 5' end and also mediates circularization of mRNA in the activated eIF4F·mRNA·PABP mRNP [1-3].

In addition to stimulating recruitment of the 43S PIC to the mRNA 5' end, there is evidence that the ATP-dependent RNA helicase activity of eIF4A facilitates ribosomal scanning through secondary structures in the 5' UTR to enhance recognition of the AUG start codon [4,5]. However, other DExD/H helicases have been implicated in scanning through long or structured 5' UTRs, including Ded1/DDX3 in yeast [6] and DHX29 in mammals [7], and it is uncertain whether eIF4A and its binding partners in eIF4F are critically required for scanning. In fact, 43S recruitment and location of the start codon has been reconstituted in vitro for an artificial mRNA with an unstructured 5' UTR in the absence of eIF4F, eIF4A, eIF4B, and ATP, requiring only the eIF2·GTP·Met-tRNA_i _^Met ^ternary complex, eIF3, eIF1, and eIF1A [5]. Hence, it is possible that native mRNAs devoid of stable structures in the 5'UTR could be translated at relatively high efficiencies in the absence of eIF4F. Indeed, we showed previously that genetically depleting eIF4G from yeast cells reduces general translation initiation but does not impair 48S PIC formation in vivo by two native mRNAs (*RPL41A *and *MFA2*) [8].

Based on its presumed functions in mRNA activation and scanning, it is generally assumed that eIF4F plays an important role in determining the relative efficiencies of translation among the repertoire of cellular mRNAs and, hence, is a key factor in translational control of gene expression [9]. We examined this hypothesis in yeast by measuring the effect of genetically depleting eIF4G from yeast cells on translational efficiencies of mRNAs genome-wide. The depletion of eIF4G was very effective and it reduced protein synthesis rates by a factor of ~3, leading to cell growth arrest. Surprisingly, however, the translational efficiencies of most mRNAs were not substantially affected by eIF4G depletion. An intriguing consequence of a strong reduction in eIF4G levels was to narrow the range of translational efficiencies genome-wide by reducing the translation of many mRNAs with higher than average translational efficiencies in wild-type cells while increasing the translation of different mRNAs that are normally translated with lower than average efficiencies. Our findings suggest that eIF4G is not essential for translation of any mRNAs in yeast cells, but it enhances the differentiation of translational efficiencies among cellular mRNAs.

## Results

### Depletion of eIF4G1 in cells lacking eIF4G2 evokes a marked decrease in the rate of translation initiation in vivo

To examine the consequences for global translation of eliminating both isoforms of eIF4G, we employed a strain deleted of the chromosomal gene encoding eIF4G2 (*tif4632Δ*) and harboring a temperature-sensitive degron allele [10] of the gene encoding eIF4G1 (*tif4631-td*). The *tif4631-td *allele encodes ubiquitin and a thermolabile dihydrofolate reductase moiety fused to the N terminus of eIF4G1, expressed from a copper-dependent promoter, and is integrated into the chromosome in a manner that disrupts the resident wild-type (WT) *TIF4631 *allele [8]. The strain also contains a galactose-inducible form of the gene encoding the ubiquitin ligase (Ubr1) required for proteasomal degradation of degron-tagged proteins by the "N-end rule" pathway [11]. Shifting cells from medium containing copper and raffinose (as carbon source) at 25°C to medium containing galactose and raffinose but lacking copper at 36°C represses new synthesis and triggers proteasomal degradation of the existing degron-tagged eIF4G1-td protein. We showed previously that under non-permissive conditions this degron mutant cannot form colonies from single cells, exhibits a strong reduction in doubling time within 2 h, and essentially ceases growth and division by 8 h after the shift to non-permissive conditions. This growth arrest can be reversed by shifting cells back to permissive conditions [8].

Consistent with our previous results, incubation for 8 h under non-permissive conditions was required to deplete eIF4G1-td in whole cell extracts (WCEs) below the detection limit of Western analysis (Figure 1A). Note that both the wild-type (WT) and mutant WCEs appear to contain an N-terminally truncated form of eIF4G1 that migrates more rapidly than either the WT or degron-tagged full-length proteins (Figure 1A). (If truncated at the C-terminus, the degron-tagged protein would be larger than the cognate truncation of WT eIF4G1.) Because this truncation is subject to degradation in the degron mutant, but necessarily lacks the N-terminal modifications necessary for N-end rule degradation, it is likely generated from the full-length proteins in vitro following cell lysis.

**Figure 1:**
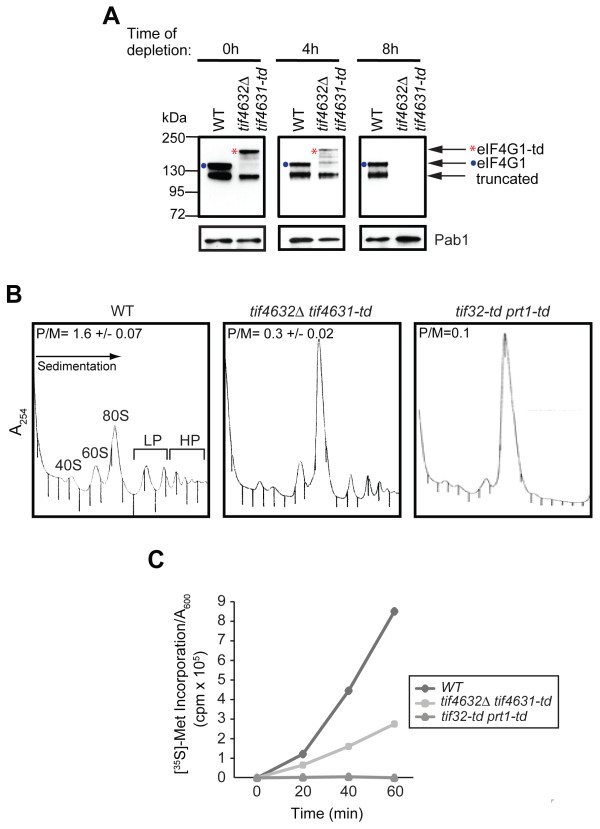
**Depletion of degron-tagged eIF4G1 in a mutant lacking eIF4G2 reduces, but does not abolish, translation initiation**. **(A) **Degron-tagged eIF4G1 is undetectable after 8 h in nonpermissive conditions. Wildtype (WT) strain YAJ3 and *tif4631-td tif4632Δ*degron mutant YAJ41 were grown under permissive conditions to A_600 _of 0.3 and shifted to nonpermissive conditions for 4 h or 8 h. WCEs were prepared and subjected to Western blot analysis to monitor expression levels of eIF4G1 and Pab1 (examined as a loading control). **(B) **Polysome content is reduced in eIF4G-depleted cells. WT strain YAJ3 and the indicated degron mutants (YAJ41 and YAJ34) were grown under permissive conditions and shifted to nonpermissive conditions for 8 h. Following treatment with cycloheximide, WCEs were prepared and resolved by sedimentation through sucrose gradients. Gradient fractions were scanned at A_254 _to determine polysome/monosome ratios (P/M, mean+S.E.M., n = 4). The P/M ratio in the *tif32-td prt1-td *strain is an average from two independent gradients. The positions of the 40S and 60S ribosomal subunits, 80S monosome, light polysomes (LP), and heavy polysomes (HP) are indicated. **(C) **The rate of protein synthesis is reduced in eIF4G-depleted cells. The strains from (B) were cultured as described there and labeled with [^35 ^S]-methionine. Acid-insoluble radioactivity, normalized for the A_600 _of the cells, was measured in aliquots of the cultures collected at the indicated times.

After 8 h of depletion, the degron mutant exhibits the expected reduction in total polysomes and commensurate increase in 80S monosomes, leading to a decreased ratio of polysomes to monosomes (P/M) by a factor > 5 compared to the P/M ratio for the WT strain under the same conditions (Figure 1B). This is the stereotypical consequence of selective impairment of translation initiation, involving a decrease in new initiation events, "run-off" of elongating ribosomes from existing polysomes, and subsequent accumulation of excess free subunits as 80S couples. Note that depletion of two essential subunits of the eIF3 complex, in a separate mutant expressing degron-tagged forms of these proteins [8], evokes a more complete polysome run-off than observed in the eIF4G1-td mutant (Figure 1B). Consistent with the polysome profiles, the rate of total protein synthesis, measured by incorporation of radioactive methionine into acid-insoluble material, was reduced in the eIF4G1-td mutant to ~30% of the WT value (Figure 1C) after 8 h in the non-permissive condition, whereas the eIF3 degron mutant displayed no detectable [^35 ^S]-Met incorporation under these conditions (Figure 1C). Thus, in accordance with our previous conclusions, depletion of eIF4G1 in cells lacking eIF4G2 leads to a marked reduction in the rate of translation initiation, but one less severe than that provoked by a comparable depletion of eIF3 subunits [8]. (Henceforth, rather than referring to depletion of eIF4G1 in the degron mutant lacking eIF4G2, we describe it more simply as depletion of eIF4G.)

### Depletion of eIF4G narrows the range of mRNA translational efficiencies genome-wide

Although a significant level of translation continues following the extensive depletion of eIF4G in the degron mutant (Figure 1), it was possible that translation of some mRNAs would be greatly diminished while translation of others would continue relatively unaffected or even increase. To address this possibility, we determined the effect of depleting eIF4G on the translational efficiencies of mRNAs genome-wide. To this end, we conducted microarray analysis on RNA isolated from the "heaviest" polysomes, containing 4 or more elongating 80S ribosomes per mRNA (Figure 1B, "HP" fractions), and also total RNA from WCEs, from both degron mutant and WT cells cultured for 8 h under non-permissive conditions. Translational efficiencies (TEs) were calculated for each gene as the ratio of hybridization intensities on microarrays probed with cDNAs produced from HP versus total RNA samples. It should be noted that equal amounts of cDNA are used to probe each microarray and the intensities are scaled so that each array has approximately the same average value. This normalization will diminish the effect of reduced polysome abundance in the eIF4G mutant versus WT cells. The total amount of mRNA could also decline in the mutant owing to reduced transcription or increased mRNA turnover accompanying diminished translation, which would offset the effect of decreased polysome abundance on the calculated translational efficiencies. Hence, comparing TE values can indicate absolute differences in translational efficiency between two genes in the same strain, but it reveals only relative differences in efficiency for a given gene between two strains.

As a quality control for the polysomal fractionation and mRNA extraction procedures, we first analyzed the distribution of several mRNAs among heavy polysomes, light polysomes (LP, 2-mers and 3-mers), and 80S monosomes using real-time RT-PCR to quantify mRNA concentrations (see Materials and Methods). The distributions of *RPL41A *and *RPL41B *mRNAs were examined because their coding sequences, of only 78 nt [12], are large enough to accommodate only two translating 80S ribosomes [13], and at the average ribosome density for yeast mRNAs they should generally contain only one translating 80S ribosome at a time [14]; hence, the majority of these two mRNAs should occur in the 80S monosome fraction. The distributions of *RPL41A *and *RPL41B *mRNAs observed for WT cells were highly similar to one another and displayed the expected preponderance of mRNA in the 80S fractions and smaller proportions in the LP fractions (Figure 2, top 2 panels). (The minor signals for these mRNAs in the HP fractions could arise from a small degree of contamination from the Mono or LP fractions during collection of the gradient fractions, or from aggregation of polysomes.) By contrast, the *HSP82, PDC1*, and *ACT1 *mRNAs were most abundant in the HP fractions and least abundant in the 80S or LP fractions, whereas *HAC1 *mRNA showed relatively equal abundance in all three fractions (Figure 2). These findings are in accordance with previous polysomal profiling of these four mRNAs [14].

**Figure 2:**
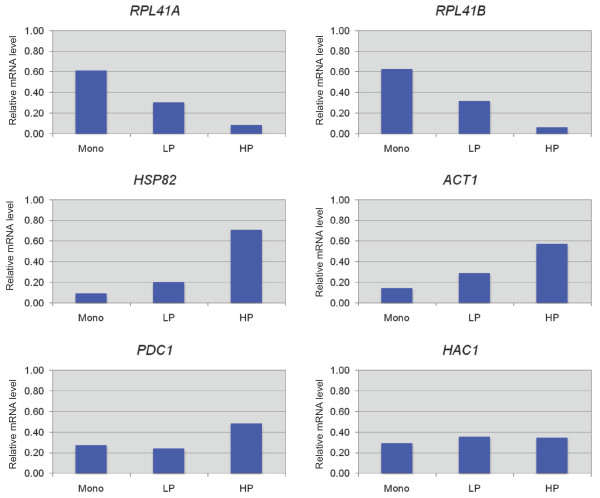
**Analysis of polysome distributions of selected mRNAs**. WT strain YAJ3 was grown under non-permissive conditions as described above and WCEs were resolved by sedimentation through sucrose gradients as in Figure 1B. The mRNAs indicated above each panel were quantified by qRT-PCR in 1 μg of RNA from the 80S (Mono), LP, and HP fractions. The resulting values were normalized to the levels of 18S rRNA quantified in the same samples and then multiplied by a factor corresponding to the proportion of total A_280 _units in the gradient present in the cognate fractions (80S, LP, or HP). The results for each fraction are plotted as a proportion of the total amount present in all three fractions combined.

For microarray analysis, three biological replicates were examined (designated projects I, II, and III), representing HP and total RNA preparations from three independent pairs of WT and mutant cultures. Cy3-labeled cDNAs were generated from the 3 HP and 3 total RNA samples prepared for each strain and the resulting 12 sets of cDNAs were used to probe three (technical) replicate whole-genome microarrays, containing multiple 60-mer oligonucleotides for each gene (36 arrays in total). The "normalized gene expression summary values" were calculated for each gene from the data obtained from the three technical replicates and used to calculate the translational efficiency (TE) of each gene as the ratio of the intensity values for HP to total RNA (HP/T) for each project (see Additional file 1).

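Total (T) and heavy polysome (HP) RNA came from 3 WT cultures and 3 cultures of the eIF4G degron mutant (4G), 1 of each strain in each project, after 8 h at 36°C. TIF4632 (YGL049C), which encodes eIF4G2 and is deleted in the mutant, gave a log2 intensity in total RNA of 13.36 ± 0.24 (SD, n = 3) in WT and 3.73 ± 0.09 (n = 3) in the mutant. The latter is near the reading of GCN2 (YDR283C), the eIF2α kinase gene absent from both strains, at 4.44 ± 0.30 in WT and 3.52 ± 0.20 in the mutant. TIF4631 (YGR162W), the degron-tagged gene of eIF4G1, expressed in the mutant from a copper-dependent promoter, had 13.94 ± 0.15 in WT and 14.21 ± 0.12 in the mutant (adjusted p = 0.323 from limma). Each sample was hybridized to an array carrying 3 blocks of 20 probes per gene, and the values used are the authors' normalized gene values, averaged on the log2 scale over the 3 blocks, for 5868 genes. Median gene probe intensities of the T arrays were 7385 to 9551 in the mutant and 8525 to 10146 in WT, and those of the HP arrays 7784 to 9267 and 6550 to 8541. In mutant project II, the fraction named in the label of each of the 3 samples differs from that in the paper's files: the T and HP intensities of Additional file 1 match single samples to within 5.5e-05 log2 units over 1020 genes, the LP means over projects in Additional file 3 match the remaining sample as LP over 1996 genes, and the fractions of those files were used. TE was taken as HP/T within each culture, and log2 TE was compared between the strains with limma over the 6 cultures, with Benjamini-Hochberg adjustment over all genes. The precision of each value is limited by the number of arrays, and an exact two-sided permutation test of 3 cultures against 3 cannot give a p under 0.1.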

We first constructed MA plots [15] to evaluate the reproducibility of mRNA intensities measured for the biological replicates of each strain. Such plots display the ratios of mRNA intensities between two arrays (quantified by *M*) as a function of the average intensities of the mRNAs (quantified by *A*). The variance (***σ^2^***) of *M *provides a measure of the range of intensity differences between two arrays across the genome. Representative MA plots are shown in Figures 3A-B, and the variances are summarized in Table S1 (see Additional file 2). The comparisons of biological replicates from the same strain yielded relatively low ***σ^2 ^***values for both HP and total RNA samples, that compare favorably with ***σ^2 ^***values reported previously for biological replicates of polysomal RNA [15]. We also used MA plots to compare the intensities of HP or total mRNAs between mutant and WT cells, and the variances in these plots were substantially higher than the corresponding values for replicates from the same strain (Table S1 in Additional file 2 and Figure 3C-D). These latter plots indicate significant differences in the intensities of both total and HP mRNAs between mutant and WT cells for a large fraction of the genome.

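In total RNA, HXT4, HXK1 and MAL32, which act in sugar uptake and use, were among the genes that rose most in the mutant, and histone genes, PCL1, SWI5 and GCV1 fell. HXT4 (YHR092C, chromosome VIII, 287132 to 288814), a hexose transporter gene, rose from a log2 intensity of 12.47 ± 0.24 (SD, n = 3) in WT to 14.51 ± 0.05 (n = 3), a log2 change of 2.04 (SE 0.16, adjusted p = 1.3e-05 from limma), with a higher value in all 3 projects. HXK1 (YFR053C), encoding a hexokinase, rose by a log2 change of 1.60, and MAL32 (YBR299W), encoding maltase, by 1.50 (adjusted p = 2.3e-05 and 0.000116). GCV1 (YDR019C), of the glycine cleavage system, fell by 1.82 on the log2 scale (adjusted p = 2.5e-05), and PCL1 (a G1 cyclin), SWI5 (a transcription factor of late mitosis) and YHP1 (a repressor of early cell-cycle genes) fell by 1.63, 1.66 and 1.66. Of 10 histone genes, 7 fell and none rose (9 fell when adjusted over the list alone), with HTA2 (histone H2A) going from 14.11 ± 0.22 to 12.88 ± 0.14 and HTB2 (H2B) from 13.93 ± 0.08 to 12.85 ± 0.16; camera gave the list an adjusted p of 8.2e-08 (adjusted p = 0.968 with an estimated correlation). Of 9 mating-type markers, 4 fell, MF(ALPHA)1, MFA2, BAR1 and STE3, the a-factor receptor gene, with a log2 change of -1.68 for STE3 (4 when adjusted over the list alone; camera's adjusted p = 4.6e-05, or 0.968 with an estimated correlation). Of 19 genes of glycolysis and fermentation, 4 fell, PDC5, PDC6, TDH1 and TDH3 (adjusted over the list alone, 5 fell and 1 rose), and of 37 genes of oxidative phosphorylation, SDH2 and SDH4, subunits of succinate dehydrogenase, rose by 0.75 and 0.94 (2 when adjusted over the list alone). Camera called these lists at adjusted p of 0.0198 and 0.0215, but with the replicate block the values were 0.0657 and 0.0712 (ranges over 11 alternatives of 0.00141 to 0.166 and 6.5e-07 to 0.344), and both were 0.968 with an estimated correlation. In all, 164 genes rose and 365 fell in total RNA. Judged by their distributions, the authors' values appear to have been normalized within each culture. When the probe values of all 18 samples were normalized together 794 rose and 799 fell. Without project III 61 rose and 437 fell, and without the dimmest 10% of genes 202 fell. These numbers include an offset between the strains over all genes. The median T value in project III was 13.11 in the mutant and 12.78 in WT. It was 13.02 and 13.12 in project I, and 12.85 and 12.87 in project II. The median log2 change over genes was -0.070 without project III and 0.122 without project I.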

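In heavy polysomal RNA, 122 genes rose and 345 fell in the mutant (limma, adjusted p under 0.05), with 567 and 657 when all 18 samples were normalized together, 7 and 56 without project II, and 28 and 290 without project III. The HP values had the same offset in project III, with a median of 13.10 in the mutant and 12.76 in WT. Rises and falls of single genes there include it. EGT2 (YNL327W), a gene of cell separation after division, fell from a log2 intensity of 13.42 ± 0.32 (SD, n = 3) to 11.15 ± 0.16 (n = 3), and OPT2 (YPR194C), an oligopeptide transporter gene, from 13.00 ± 0.21 to 10.88 ± 0.12 (adjusted p = 0.000462 and 0.000358). SFP1 (YLR403W), a transcription factor gene of the TOR pathway, rose by a log2 change of 1.10, MCM6 (YGL201C), of the replicative helicase, by 0.79, and TOF2 (YKR010C), of rDNA silencing, by 1.09 (adjusted p = 0.0251, 0.0269 and 0.0217). Histone genes fell here too, 8 of 10 and none higher (9 when adjusted over the list alone), with HHT1 (histone H3) at -0.94 and a list median of -0.71 (camera's adjusted p = 1.2e-06, or 0.964 with an estimated correlation). Of 19 genes of glycolysis and fermentation, 4 fell (6 when adjusted over the list alone), TDH1 by 1.53 on the log2 scale, and of 26 genes of general stress, trehalose and glycogen 5 fell, GPH1, GDB1, GAD1, TFS1 and SOL4, and HXK1 rose (6 and 1 when adjusted over the list alone), with GPH1 (glycogen phosphorylase) at -1.09. TRX2, a cytosolic thioredoxin gene, was the member of 26 peroxidase and thioredoxin genes that fell (-0.95; 0 when adjusted over the list alone), with a list median of -0.38. Camera's adjusted p for these last 3 lists was 0.000151, 0.00358 and 4.3e-05 (0.988, 0.964 and 0.964 with an estimated correlation), and that of the stress list was 0.24 without project III, the highest of 11 alternatives, whose lowest was 0.000447. The variance of M between mutant and WT arrays of one project was 0.388 ± 0.0293 (SD over 3 projects) for HP and 0.236 ± 0.0409 for total RNA. Between replicates of one strain it was 0.0718 ± 0.0331 (SD over 3 pairs of projects) for mutant HP, 0.188 ± 0.0665 for WT HP, 0.0635 ± 0.0186 for mutant T and 0.0521 ± 0.00736 for WT T RNA.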

**Figure 3:**
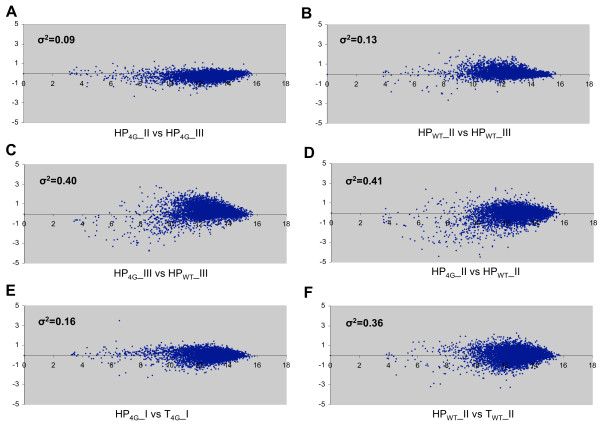
**MA plots of microarray data**. **(A-F) **Plots were constructed from microarray data for heavy polysomal (HP) or total (T) RNA samples obtained for WT or degron mutant (4G) cells in projects I, II, or III. *M *is calculated for each gene as log_2 _(I_1_)-log_2 _(I_2_), where I_1 _and I_2 _are the signal intensities from arrays 1 and 2, and quantifies the ratio of intensities between the two microarrays. *A *is calculated as 0.5 (log_2 _(I_1_)-log_2 _(I_2_)), and quantifies the average intensity for each gene in the two arrays. Plotting *M *against *A *reveals the differences in intensities between the two arrays as a proportion of the average intensity for each gene. The variance (***σ^2^***) of *M *is shown in each plot.

**Table 1:** Numbers of genes with higher or lower than mean translational efficiencies (TE) in wild-type and eIF4G mutant cells^1^

	(1) TE ≥ 1.5	(2) TE ≥ 2.0	(3) TE ≤ 0.67	(4) TE ≤ 0.5
(1)Wild-type	968	223	917	269
(2) eIF4G mutant	358	19	507	118

^1 ^Mean translational efficiencies were calculated by averaging TE values from all three projects for each gene

Finally, we constructed MA plots to quantify the differences in mRNA abundance in polysomes versus total mRNA, to visualize the variation in translational efficiency (HP/T) across the genome for each strain. 

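The variance over genes of log2 HP/T was 0.304, 0.363 and 0.614 for WT cells in projects I, II and III and 0.164, 0.296 and 0.144 for mutant cells, a mean of 0.427 ± 0.165 (SD, n = 3) against 0.201 ± 0.0825 (n = 3). Each WT culture lay above each mutant culture, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 cultures against 3 allow. From the 5th to the 95th percentile of genes, mean TE ran from 0.509 to 1.91 in WT and from 0.601 to 1.53 in mutant cells. Long mRNAs lay at the lower end in both strains: for the 533 genes with coding spans of at least 3000 nt, the median TE in projects I, II and III was 0.618, 0.615 and 0.490 in WT and 0.658, 0.600 and 0.667 in the mutant.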

Interestingly, the ***σ^2 ^***values for the HP:T intensity ratios are ~2-fold higher for WT than for mutant cells (Table S1 in Additional file 2), as illustrated in Figure 3E-F. This was the first indication that the breadth of translational efficiencies (HP/T values) across the genome is reduced by depletion of eIF4G.

To depict graphically the population of mRNAs that are translated with relatively higher or lower efficiencies in WT versus mutant cells, we constructed scatter plots of HP/T ratios (TE values) for WT versus mutant mRNAs using the mean TE values calculated by averaging data from all three biological replicates (Figure 4). 

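Regression of log2 mean TE in WT on log2 mean TE in mutant cells over 5868 genes gave a slope of 1.28 (Pearson r = 0.923 across genes, which are not independent replicates). Computed for each project by itself, the slope was 1.04 in project I, 0.748 in project II and 1.73 in project III, so that it lay below 1 in project II. A least-squares slope is also lowered by noise in the mutant values. In project II the variance of log2 HP/T over genes was still larger in WT (0.363) than in the mutant (0.296). Genes of chromatin remodelling, DNA topology and MCM had a median log2 TE change of 0.10, 0.08 and 0.74 in the 3 projects.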

The regression line of the scatter plot has a slope significantly larger than unity (1.30), which indicates that mRNAs with greater than average TE in WT (TE_WT_) (points above the x-axis) tend to be translated at relatively lower efficiencies in the mutant cells. Moreover, mRNAs with lower than average TE in WT (points below x-axis) tend to be translated relatively better in the mutant. Considering the 2934 genes with TE values larger than the genome average in wild-type cells, the TE_WT_/TE_4G _ratio (averaged over all three projects) is 1.14. 

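The 2633 mRNAs with TE above the genome average in WT had a mean TE_WT/TE_4G of 1.19 ± 0.103 (SD, n = 3 projects), with 1.12, 1.14 and 1.31 in projects I, II and III. The other mRNAs had a mean ratio of 0.933 ± 0.0732, with 0.961, 0.988 and 0.850. Each of the 3 projects thus had a mean ratio above 1 in the first group and below 1 in the second, while the groups were set from WT values of the same projects. Among the first were mRNAs of mitochondrial ribosomal proteins such as MRP20 (YDR405W), with TE of 1.20 ± 0.12 (SD, n = 3) in WT and 1.02 ± 0.03 (n = 3) in the mutant, and among the second those of transcription factor TFIID such as TAF5 (YBR198C), with 0.74 ± 0.04 and 0.83 ± 0.04 (adjusted p = 0.591 and 0.633 from limma).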

For the remaining genes with TE values smaller than the genome average, the mean TE_WT_/TE_4G _ratio is 0.91. As a consequence of these trends, there is a narrower range of translational efficiencies at both ends of the spectrum, in mutant versus WT cells.

**Figure 4:**
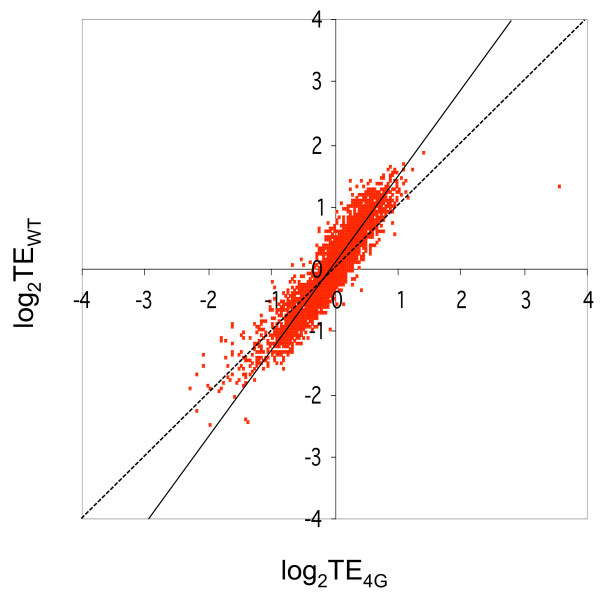
**Comparison of translational efficiencies genome-wide between WT and eIF4G degron mutant cells**. The log_2 _(TE) values determined from the mean TE values calculated using data from all three biological replicates for WT cells are plotted against the corresponding log_2_(TE) values for eIF4G mutant cells. The solid line is the experimentally determined regression line; the dotted line is the theoretical regression line in the hypothetical situation where TE values for all genes are identical between mutant and WT cells.

This last conclusion was further supported by tabulating the numbers of mRNAs with TE values above or below unity between mutant and WT cells. In WT, 968 mRNAs have mean TEs ≥ 1.5, and 223 mRNAs have mean TE values ≥ 2.0 (Table 1, row 1, columns 1-2). In the mutant cells these gene categories are much smaller (Table 1, cf. rows 1-2, columns 1-2), indicating that a considerably smaller proportion of mRNAs have higher than average translational efficiencies in the mutant cells. 

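mRNAs with mean TE of at least 1.5 numbered 968 in WT and 358 in the mutant, and those with at least 2 numbered 223 and 19. Members that left the class in the mutant include RPC17 (YJL011C), of RNA polymerase III, with TE of 2.15 ± 0.13 (SD, n = 3) in WT and 1.41 ± 0.16 (n = 3) in the mutant, and MZM1 (YDR493W), of respiratory complex III assembly, with 2.29 ± 0.09 and 1.48 ± 0.17. SOL4 (YGR248W), a 6-phosphogluconolactonase gene, had 1.50 ± 0.13 in the mutant. Counted in each project, the class held 859, 913 and 1315 mRNAs in WT and 366, 768 and 136 in the mutant, or 1029 ± 249 against 423 ± 320 (exact two-sided permutation test, p = 0.1, the smallest possible here), and the mean TEs of the mutant put 214 mRNAs in it without project II and 481 without project III.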

A similar trend applies to mRNAs with relatively low TE values (Table 1, columns 3-4). Thus, the proportions of mRNAs translated with either higher or lower than average translational efficiencies are reduced on depletion of eIF4G.

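At the low end, 917 mRNAs in WT and 506 in the mutant had a mean TE of at most 0.67, and 269 and 118 had one of at most 0.5. ISW2 (YOR304W), a chromatin remodelling ATPase gene, had TE of 0.39 ± 0.20 (SD, n = 3) in WT and 0.61 ± 0.06 (n = 3) in the mutant, DBF4 (YDR052C), of the kinase that starts replication, 0.48 ± 0.26 and 0.70 ± 0.03, and KRI1 (YNL308C), of 40S subunit synthesis, 0.55 ± 0.28 and 0.78 ± 0.07 (adjusted p = 0.539, 0.561 and 0.568 from limma). In projects I, II and III, 825, 931 and 1229 mRNAs in WT and 452, 772 and 429 in the mutant lay at or under 0.67, or 995 ± 209 against 551 ± 192 (exact two-sided permutation test, p = 0.1). From the smaller classes at both ends, the paper concludes that depletion of eIF4G lowers the proportions of mRNAs translated with higher or lower than average efficiency.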

The fact that the range of translational efficiencies is restricted by eIF4G depletion implies that eIF4G contributes to the higher than average TE values for the most efficiently translated mRNAs in WT cells. To verify this deduction, we determined the proportion of the mRNAs with TE_WT _values ≥ 1.5 that are translated more efficiently in WT versus mutant cells, ie. TE_WT _≥ 1.5 ∩ TE_WT _> TE_4G_. This condition holds for > 97% of the 968 mRNAs with TE_WT _≥ 1.5. 

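Of the 968 mRNAs, 944 (97.5%) had a higher mean TE in WT than in mutant cells. They include SOD2 (YHR008C), mitochondrial superoxide dismutase, with TE of 1.59 ± 0.24 (SD, n = 3) in WT and 1.28 ± 0.11 (n = 3) in the mutant, MDH1 (YKL085W), mitochondrial malate dehydrogenase, with 1.65 ± 0.26 and 1.37 ± 0.05, and LSM3 (YLR438C-A), of the spliceosome, with 1.87 ± 0.17 and 1.48 ± 0.18, none of them past limma's threshold (adjusted p = 0.559, 0.602 and 0.543) and each lower in all 3 projects. When the class was set from the WT values of 1 project and the strains were compared in the others, 76.7% were higher in WT, with 66.5% to 85.0% for the 3 choices of project. For the 968 mRNAs, set from the means of all 3 projects, the shares higher in WT within projects I, II and III were 72.3%, 59.1% and 98.6%.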

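Of 917 mRNAs with mean TE in WT of at most 0.67, 823 had a lower mean TE in WT than in the mutant. Examples are MRE11 (YMR224C), of DNA double-strand break repair, with TE of 0.48 ± 0.05 (SD, n = 3) in WT and 0.74 ± 0.05 (n = 3) in the mutant, PCF11 (YDR228C), of mRNA cleavage and polyadenylation, with 0.57 ± 0.21 and 0.84 ± 0.02, and STE13 (YOR219C), a Golgi peptidase gene, with 0.45 ± 0.14 and 0.66 ± 0.02, each higher in the mutant in all 3 projects (adjusted p = 0.538 from limma for all 3). Set from 1 project and compared in the others, the class held 75.0% with lower TE in WT (67.7% to 86.5%), and for the 917 mRNAs, set from the means of all 3 projects, the shares within projects I, II and III were 68.9%, 64.2% and 94.7%.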

A similar conclusion emerged for the 917 mRNAs with TE_WT _≤ 0.67, of which ~90% are translated less efficiently in WT than in mutant cells (TE_WT _≤ 0.67 ∩ TE_WT _> TE_4G_). This last comparison confirms that the least efficiently translated group of mRNAs in WT cells owe their relatively low TE values, at least partly, to the presence of eIF4G function. Below, we consider different mechanisms that could account for this negative effect of eIF4G on translational efficiency.

### Only a small proportion of genes exhibit substantially altered translational efficiencies on depletion of eIF4G

We focused next on the particular mRNAs whose translational efficiencies differ the most between mutant and WT cells (i.e. with TE_4G_/TE_WT _ratios that deviate the most from unity.) Because the difference in TE between mutant and WT cells is modest for the majority of mRNAs, coupled with the experimental variability in TE values calculated from the different projects, there is a small fraction of genes for which the difference between mean TE_4G _and TE_WT _values calculated from all three projects is statistically significant. We were able to identify 94 mRNAs (1.6% of the 5868 ORFs) that exhibit mean TE_4G_/TE_WT _ratios of ≤ 0.71 and for which the mean TE_4G _value differed from the mean TE_WT _value in all three projects with a P-value ≤ 0.1 in a two-tailed Student's t-test, of which 61 mRNAs differed with a P-value of ≤ 0.05 (Additional file 1). 

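SPC25, SHU1 and several mRNAs of mitochondrial proteins had some of the largest relative reductions in TE by the methods' rule, a mean TE_4G/TE_WT of at most 0.71 with P of at most 0.1 in the methods' t-test. SPC25 (YER018C, chromosome V, 191958 to 192623), of the kinetochore, had TE of 2.27 ± 0.38 (SD, n = 3) in WT and 1.31 ± 0.14 (n = 3) in the mutant, and SHU1 (YHL006C), of recombination repair, 2.63 ± 0.69 and 1.50 ± 0.25. OM14 (YBR230C) and MIM1 (YOL026C), proteins of the mitochondrial outer membrane, had 2.72 ± 0.45 and 1.72 ± 0.14, and 2.20 ± 0.22 and 1.44 ± 0.09. TIM9 (YEL020W-A), of import into the inner membrane, had 1.96 ± 0.30 and 1.25 ± 0.27, and COA1 (YIL157C), of cytochrome oxidase assembly, 2.31 ± 0.45 and 1.44 ± 0.05. THI4 (YGR144W), of thiamine synthesis, had 1.86 ± 0.37 and 1.17 ± 0.11. The rule held for 83 mRNAs (1.41% of 5868), 54 of them with P of at most 0.05, with the same direction in all 3 projects for 80 and a mean signal in the lowest 10% of genes for 39. With limma, 0 genes passed an adjusted p of 0.05 (540 had an unadjusted p under 0.05, and the methods' t-test gave 526 unadjusted and 0 adjusted). A paired form of the methods' test left 37 mRNAs, and leaving out a project gave 24 (project III) to 291 (project I).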

A subset of these 94 mRNAs are listed in Figure 5A (column 1), sorted on the mean TE_4G_/TE_WT _values (column 4). Note that most of these mRNAs exhibit relatively high TE values in WT cells (column 3) but display TEs in the mutant closer to unity (column 2). Thus, these genes all exhibit higher than average translational efficiencies in WT cells that are reduced in the mutant to values closer to the genome-average TE value (1.05 ± 0.004 in the mutant).

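Mean TE of these 83 mRNAs was 1.99 in WT and 1.27 in the mutant, against genome means of 1.10 and 1.05. In WT, 77 of them lay above the genome mean and 68 at or over 1.5, and 77 were nearer to 1 in the mutant than in WT. Among the exceptions, EGT2 (YNL327W) had TE of 0.54 ± 0.12 (SD, n = 3) in WT and 0.33 ± 0.03 (n = 3) in the mutant, and OPT2 (YPR194C) 1.03 ± 0.17 and 0.63 ± 0.16. TDA10 (YGR205W), an ATP-binding protein gene, had 2.29 ± 0.41 and 1.47 ± 0.12.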

**Figure 5:**
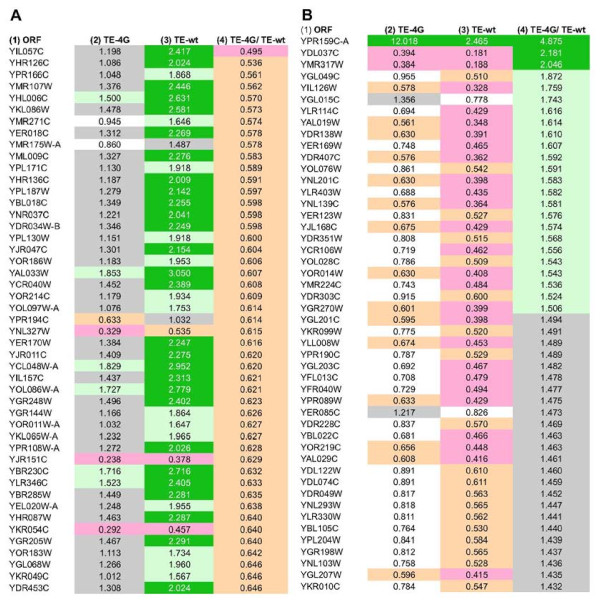
**Evidence that eIF4G contributes to both higher than average and lower than average translational efficiencies of specific genes**. **(A) **The mean TE values averaged from all three projects for the WT (TE-wt) and eIF4G degron mutant (TE-4G) are listed for 47 of the 94 mRNAs that exhibit mean TE_4G_/TE_WT _ratios of ≤ 0.71. TE values are highlighted in color as follows: ≥2, dark green; ≥ 1.5 and < 2, light green; ≥ 1.0 and < 1.5, grey; ≤ 0.5, pink; ≤ 0.67 and > 0.5, orange; > 0.67 and < 1.0, white. **(B) **The mean TE values averaged from all three projects for the WT (TE-wt) and eIF4G degron mutant (TE-4G) are listed for 48 of the 99 mRNAs that exhibit mean TE_4G_/TE_WT _ratios of ≥1.4, highlighted as in (A).

We similarly identified 99 mRNAs exhibiting a higher translational efficiency in the mutant versus WT, with mean TE_4G_/TE_WT _ratios ≥1.4 and for which the difference between the mean TE_4G _and TE_WT _values was significant at P ≤ 0.1, of which 46 differed with a P-value of ≤ 0.05 (Additional file 1). 

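On the arrays, BSC1, YMR317W and FUN30 were among the mRNAs with the largest relative increases in TE in the mutant. For BSC1, the ratio that the paper gives from qRT-PCR points the other way, to lower TE. The paper also states that increases in this class might be smaller than the arrays give. BSC1 (YDL037C, chromosome IV, 384598 to 385584) had TE of 0.18 ± 0.11 (SD, n = 3) in WT and 0.39 ± 0.10 (n = 3) in the mutant, a mean ratio of 2.46 ± 0.70 over projects, and YMR317W 0.19 ± 0.06 and 0.38 ± 0.07, a ratio of 2.11 ± 0.43. FUN30 (YAL019W), a chromatin remodeller gene, had 0.35 ± 0.17 and 0.56 ± 0.02, and RPH1 (YER169W), a histone demethylase gene, 0.47 ± 0.14 and 0.75 ± 0.08. TRS120 (YDR407C), of the TRAPPII complex of Golgi transport, had 0.36 ± 0.13 and 0.58 ± 0.05, PSY2 (YNL201C), a subunit of protein phosphatase 4, 0.40 ± 0.16 and 0.63 ± 0.05, and RDS1 (YCR106W), a zinc cluster transcription factor gene, 0.46 ± 0.19 and 0.72 ± 0.05. The rule (a mean ratio of at least 1.4 with P of at most 0.1) held for 93 mRNAs, 1.58% of genes, 41 of them with P of at most 0.05 and 88 with the same direction in all 3 projects. Mean TE of the group was 0.544 in WT and 0.885 in the mutant (medians 0.526 and 0.748); in WT 35 members had TE of at most 0.5, 83 of at most 0.67 and 92 below the genome mean. The group numbered 32 with the paired test, and 11 without project III to 259 without project I. TIF4632, which is deleted in the mutant and reads at background there, is also among the 93.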

As illustrated in Figure 5B, the majority of such mRNAs exhibit lower than average translational efficiencies in WT cells with TE_WT _values ≤ 0.5 (column 3), but efficiencies in the mutant that are closer to the genome-average TE value (Figure 5B, column 2). Thus, their relatively low TE values in WT cells are increased on depletion of eIF4G in the mutant. These comparisons support the conclusion that eliminating eIF4G narrows the range of translational efficiencies at both ends of the spectrum.

In an effort to validate the microarray measurements of TE values, we conducted real-time qRT-PCR analysis of particular mRNAs in the polysomal and total RNA preparations used to produce the Cy3-cDNAs for probing microarrays. We analyzed a set of 28 genes, most belonging to the two groups of genes just described with mean TE_4G _values that are higher or lower than the cognate mean TE_WT _values by a factor of 1.4 or more. 

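On the arrays, URA10 (YMR271C), an orotate phosphoribosyltransferase gene, had a mean TE_4G/TE_WT of 0.58 ± 0.08 (SD over 3 projects), and CAL4 (YJR011C) 0.66 ± 0.21, and these are near the ends of the range of the 15 mRNAs with lower ratios whose primers the paper lists (Table S3 in Additional file 2). All 15 meet the rule for lower TE. Of the 14 mRNAs with higher ratios there, 10 meet the rule for higher TE, among them YER085C with 1.48 ± 0.11, and TAF7 (YMR227C), of transcription factor TFIID, with 1.88 ± 1.00, and DBF4, with 1.81 ± 1.01, are among the 4 that do not. Median log2 TE changes of the 14 in projects I, II and III were 0.14, 0.76 and 1.35, and of the 15 -0.58, -0.83 and -0.92. The study chose both sets on these arrays, so their array ratios are not independent evidence of direction.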

As shown in Figure S1 (Additional file 2), the mRNAs identified by microarray analysis with mean TE_4G_/TE_WT _ratios ≥1.4 displayed corresponding TE_4G_/TE_WT _ratios measured by qRT-PCR that were significantly greater than those for mRNAs with mean TE_4G_/TE_WT _values of ≤ 0.71 in the microarray analysis. Thus, it appears that the microarray analysis reliably identified two groups of genes that are affected oppositely by depletion of eIF4G.

### Characteristics of genes exhibiting altered translational efficiencies on depletion of eIF4G

We wished next to determine whether the genes that displayed the largest differences in translational efficiencies between mutant and WT cells tend to be involved in common biological processes. To this end, we conducted a gene ontology analysis using the MIPS Funcat system (http://mips.helmholtz-muenchen.de/genre/proj/yeast/Search/Catalogs/catalog.jsp), which determines whether genes of interest are significantly enriched in particular cellular functions. Analysis of the 99 genes with TE_4G_/TE_WT _≥1.4, which are translated relatively better on eIF4G depletion, revealed that they were enriched for genes with specific cellular functions (P < 0.05, Fisher's exact test, Bonferroni correction) (Figure 6A). This encompasses genes involved in multiple key aspects of transcription and RNA processing, such as the core transcriptional machinery (*RPB2*), histone assembly or modification (*SPT16*, *SET2*), transcription factors of the TOR growth control pathway (*RTG3*, *SFP1*), and components of the THO mRNA export complex (HPR1, THO2), as well as DNA processing components, especially as involved in control of DNA topology (*MCM6*, *STH1*, *TOF2*). Similarly enriched were genes involved in plasma membrane related trafficking, both endocytosis (*ALY2*, *MON2*) and exocytosis (*AVL9*, *CHS5*). Many of these processes correspond to key housekeeping functions, explaining the enrichment for essential genes (P < 0.05) evident in Figure 6B. 

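mRNAs of chromatin proteins and of the transcription machinery had higher TE in the mutant in most members, although no single member passed limma's threshold. STH1 (YIL126W, chromosome IX, 117992 to 122071), the ATPase of the RSC remodelling complex, had TE of 0.33 ± 0.19 (SD, n = 3) in WT and 0.58 ± 0.05 (n = 3) in the mutant. SPT16 (YGL207W), a histone chaperone gene, had 0.41 ± 0.11 and 0.60 ± 0.02, SET2 (YJL168C), a histone methyltransferase gene, 0.43 ± 0.18 and 0.67 ± 0.06, and RPB2 (YOR151C), the second subunit of RNA polymerase II, 0.49 ± 0.07 and 0.67 ± 0.02. HPR1 (YDR138W) and THO2 (YNL139C), of the THO complex, had 0.39 ± 0.16 and 0.63 ± 0.02, and 0.36 ± 0.17 and 0.58 ± 0.04. RTG3 (YBL103C) and SFP1 (YLR403W) had 0.65 ± 0.11 and 0.93 ± 0.03, and 0.43 ± 0.10 and 0.69 ± 0.04, MCM6 (YGL201C) 0.40 ± 0.03 and 0.59 ± 0.05, and TOF2 (YKR010C) 0.55 ± 0.12 and 0.78 ± 0.04. Of these 10, RPB2 (ratio 1.40 ± 0.25) and THO2 fell just outside the methods' rule. Of 35 genes of chromatin remodelling, DNA topology and MCM, 29 had a higher mean TE in the mutant (median log2 change 0.24; 0 past the test, also when adjusted over the list alone), and of 45 genes of RNA polymerase II, general transcription and THO, 33 (median 0.17; 0 and 0). Camera's adjusted p was 7.8e-05 and 0.00515 for the lists (adjusted p = 0.659 and 0.671 with an estimated correlation), and without project III it was 0.27 and 0.066, and for the second also 0.287 without project II, within ranges over 11 alternatives of 9.7e-08 to 0.27 and 0.000171 to 0.372.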

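ALY2 (YJL084C), an arrestin-like adaptor of endocytosis, had TE of 0.37 ± 0.10 (SD, n = 3) in WT and 0.53 ± 0.02 (n = 3) in the mutant, and MON2 (YNL297C), of endosome to Golgi transport, 0.38 ± 0.11 and 0.55 ± 0.03. AVL9 (YLR114C), of the late exocytic pathway, had 0.43 ± 0.08 and 0.69 ± 0.07, and CHS5 (YLR330W), of the exomer coat, 0.56 ± 0.17 and 0.81 ± 0.06, and all 4 were higher in all 3 projects. They belong to 28 genes of exocytosis and endocytosis, of which 23 had a higher mean TE in the mutant, with median log2 changes of 0.05, 0.05 and 0.46 in projects I, II and III (0 past limma's test, 0 when adjusted over the list alone). Camera's adjusted p for the list was 0.00224 (0.659 with an estimated correlation), and 0.243 without project III, the highest of 11 alternatives, whose lowest was 0.000839. The paper named these 4 and the 10 genes of transcription and DNA processing on these arrays; all 14 passed limma's test when adjusted over those 14 alone, which is not independent evidence.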

Whether the increased translational efficiency of these housekeeping genes following depletion of eIF4G is a consequence of relief from translational repression exerted by eIF4G, or if it corresponds to a more general cellular effort to counter the effects of loss of eIF4G, is not clear. Notably, the 94 genes translated less efficiently following depletion of eIF4G tended not to encompass essential genes (Figure 6B), and several housekeeping processes, such as DNA processing and protein modification were underrepresented in this group (Figure 6A). In contrast, it was enriched for genes involved in oxidative stress response, especially components of the cellular peroxidase/thioredoxin systems, such as *GPX1*, *HYR1*, *TRX3*, *SRX1 *and *TSA2*. These findings suggest that under conditions of eIF4G down-regulation, a select group of mRNAs whose products function in housekeeping processes such as transcription and DNA processing, are translated relatively better than all other mRNAs; whereas a group of non-essential genes involved in cellular energy production are translated relatively worse.

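mRNAs of the peroxidase and thioredoxin systems had lower TE in the mutant in 25 of 26 members, with median log2 changes of -0.20, -0.27 and -0.43 in projects I, II and III. SRX1 (YKL086W, chromosome XI, 277925 to 278308), sulfiredoxin, had TE of 2.58 ± 0.20 (SD, n = 3) in WT and 1.48 ± 0.19 (n = 3) in the mutant. TRX3 (YCR083W), mitochondrial thioredoxin, had 3.13 ± 0.49 and 2.14 ± 0.40, HYR1 (YIR037W), a hydroperoxide sensor of the glutathione peroxidase family, 2.85 ± 0.22 and 1.99 ± 0.28, and TSA2 (YDR453C), a peroxiredoxin, 2.02 ± 0.30 and 1.31 ± 0.10. GPX1 (YKL026C), a glutathione peroxidase, had 1.77 ± 0.36 and 1.22 ± 0.07, a ratio of 0.71 ± 0.18 that lies just above the rule's bound, and its signal, like that of TSA2, was in the lowest 10% of genes. AHP1 (YLR109W), an abundant peroxiredoxin, had 1.49 ± 0.31 and 1.21 ± 0.08 and was lower in 2 of 3 projects. No member passed limma's test over all genes, and 2 were lower when adjusted over the list alone. Camera's adjusted p for the list was 8.2e-07 and stayed under 0.05 in all 11 alternatives (at most 0.000157), but was 0.659 with an estimated correlation.

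**Figure D1:**
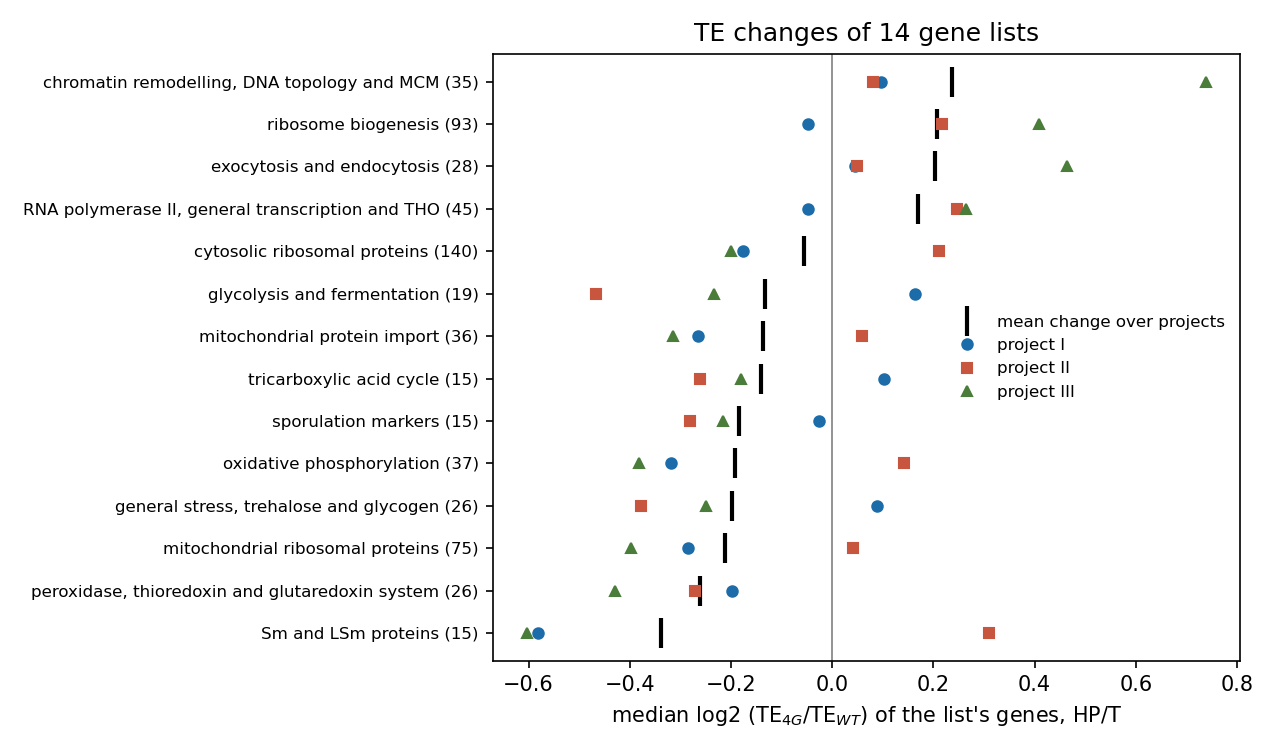
Median log2 TE change (HP/T, 4G over WT) of the 14 gene lists with camera's adjusted p under 0.05, with the number of genes in parentheses. Colored points are the medians in each project and black bars those of the mean change over projects. The peroxidase and sporulation lists lie below 0 in all 3 projects, the chromatin and trafficking lists above 0 in all 3, and in the other 10 lists the projects fall on both sides of 0.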

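Most genes of mitochondrial ribosomes and of oxidative phosphorylation, which act in energy production, had a lower mean TE over projects in the mutant, and most genes of ribosome biogenesis, a housekeeping group, a higher one, with medians of opposite sign in 1 of the 3 projects for each. Of 75 mitochondrial ribosomal protein genes, 64 had a lower mean TE (median log2 change -0.21; 5 meet the methods' rule), among them RSM19 (YNR037C), with TE of 2.04 ± 0.19 (SD, n = 3) in WT and 1.22 ± 0.31 (n = 3) in the mutant and a signal in the lowest 10% of genes. Of 37 genes of oxidative phosphorylation, 29 were lower (median -0.19), although abundant members such as CYT1 (cytochrome c1), with 1.20 ± 0.08 and 1.14 ± 0.05, and ATP2 (ATP synthase), with 0.93 ± 0.09 and 1.00 ± 0.05, lay close together in the strains. Of 36 genes of mitochondrial protein import 25 were lower (median -0.14), and of 15 genes of the tricarboxylic acid cycle 13 (median -0.14). Of all genes with spans under 625 nt, 80.2% were lower. Genes of 300 to 625 nt had medians of -0.31, 0.14 and -0.38 in projects I, II and III. Oxidative phosphorylation (median span 462 nt) had -0.32, 0.14 and -0.38, and import (609 nt) -0.27, 0.06 and -0.32. Neither shift can thus be told apart from that of the length class. Mitochondrial ribosomes (699 nt) had -0.29, 0.04 and -0.40, against -0.085, 0.02 and -0.225 for genes of 625 to 1000 nt. Of 93 genes of ribosome biogenesis, 76 had a higher mean TE (median 0.21; 6 meet the rule), among them NSR1 (nucleolin), with 0.91 ± 0.01 and 1.01 ± 0.06, while NOP1 (fibrillarin) had 0.96 ± 0.04 and 0.97 ± 0.08. No gene of these 5 lists passed limma's test over all genes or when adjusted over its list alone. Camera's adjusted p was 1.2e-07, 0.000761, 0.0166, 0.0373 and 2.6e-06 for mitochondrial ribosomes, oxidative phosphorylation, import, tricarboxylic acid cycle and ribosome biogenesis, with 0.681 for the tricarboxylic acid cycle and 0.659 for the others with an estimated correlation. In project II the medians of mitochondrial ribosomes, oxidative phosphorylation and import were 0.04, 0.14 and 0.06, and camera's calls of oxidative phosphorylation and import ended without project I (0.209 and 0.316) and without project III (0.075 and 0.165), and that of the tricarboxylic acid cycle without project II (0.677) and without project III (0.24; ranges over 11 alternatives of 8.4e-10 to 0.209, 0.000301 to 0.316 and 0.00637 to 0.677).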

**Figure 6:**
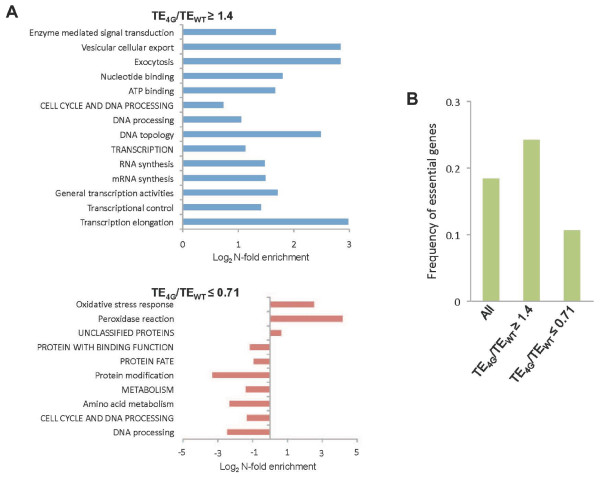
**Characteristics of genes exhibiting altered translational efficiencies on depletion of eIF4G.(A)** Cellular functions enriched among mRNAs translated relatively better (TE_4G_/TE_WT _≥1.4) or relatively worse (TE_4G_/TE_WT _≤ 0.71) on eIF4G depletion. The degree of enrichment (Log_2 _N-fold enrichment) as compared to the frequency among all tested genes for significantly enriched or underrepresented functional categories (P < 0.05, Fisher's exact test, Bonferroni correction) is shown. Functional enrichment was analyzed using the MIPS Funcat system (http://mips.helmholtz-muenchen.de/genre/proj/yeast/Search/Catalogs/catalog.jsp) **(B) **Frequency of essential genes within the complete set of tested genes (All) and among genes with TE_4G_/TE_WT _≥1.4 or TE_4G_/TE_WT _≤ 0.71. The frequency of essential genes in the latter two categories deviate significantly from the frequency for all tested genes (Fisher's exact test; P < 0.05).

Given the reported involvement of eIF4G in activating mRNAs for recruitment of the 43S PIC and scanning the 5'UTR, we examined the two sets of genes with significantly altered TE_4G_/TE_WT _ratios to determine whether they exhibit atypical 5'UTR lengths or secondary structures. We employed the database of 5'UTR lengths for 4149 yeast ORFs from Lawless et al (2009) compiled from results of genome-wide studies of 5' transcription start sites. Interestingly, for the 47 genes with TE_4G_/TE_WT _≥1.4 whose features were compiled by Lawless et al, the mean 5' UTR length is 156 ± 23 nt, which is ~1.75 fold greater than the average 5'UTR length of 89 ± 1.8 nt for all 4149 genes in the database (P-value of 0.0001) [16]. For the 70 genes with TE_4G_/TE_WT _values ≤ 0.71, the mean 5' UTR length is 82 ± 15 nt, significantly smaller than that determined for the genes with TE_4G_/TE_WT _≥1.4 (P-value of 0.006) but not significantly different than the mean value for all mRNAs. The enrichment for long 5'UTR lengths for genes with TE_4G_/TE_WT _≥1.4 is evident in Figure 7, where their length distribution is compared to that of all 4149 5'UTRs (green versus yellow bars). Thus, the fraction of genes exhibiting a relative increase in TE in the mutant have a significantly longer than average 5'UTR, whereas those exhibiting a relative decrease in TE on eIF4G depletion have a nearly typical length distribution. Thus, the class of mRNAs most dependent on eIF4G exhibit the comparatively short 5'UTR lengths characteristic of the majority of yeast mRNAs.

**Figure 7:**
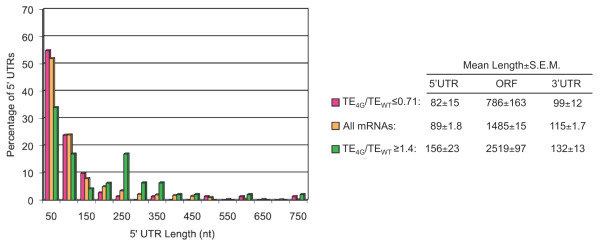
**Comparison of 5' UTR, ORF, and 3'UTR length distributions of genes with TE values in the eIF4G mutant substantially higher or lower than in WT cells**. The 5' UTR length distributions were compiled for the 70 genes that exhibit mean TE_4G_/TE_WT _ratios of ≤ 0.71 in projects I-III (red), for the 47 genes with mean TE_4G_/TE_WT _ratios ≥1.4 in projects I-III (green), and for all 4149 yeast genes (orange), for the subset of genes whose 5' UTR features were compiled by Lawless et al. (2009). ORF and 3'UTR lengths were calculated using Table S3 of Nagalakshmi et al [35]. Mean (+/- S.E.M.) values are listed for each group.

Using the computer program RandFold to predict folding of 5'UTRs, Lawless et al reported that the vast majority of yeast 5' UTRs appear not to be strongly folded, with only 20 5'UTRs showing low minimum free energies (MFEs) of folding with an associated P-value of < 0.005. None of these mRNAs was found among the genes showing the greatest reductions in TE in the mutant versus WT (TE_4G_/TE_WT _≤ 0.71). 

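The mRNA of PMA1 (YGL008C, chromosome VII, 479915 to 482671), the plasma membrane proton pump, had TE of 0.82 ± 0.03 (SD, n = 3) in WT and 1.02 ± 0.01 (n = 3) in the mutant. UBP1 (YDL122W), a ubiquitin protease gene, had 0.61 ± 0.23 and 0.89 ± 0.03, CLG1 (YGL215W), a cyclin-like gene, 0.65 ± 0.18 and 0.85 ± 0.09, and WHI4 (YDL224C), an RNA-binding protein gene, 0.69 ± 0.08 and 0.85 ± 0.08. All 4 were higher in the mutant in each of the 3 projects. Mean ratios over projects had SDs of 0.65 for UBP1, 0.33 for CLG1, 0.07 for PMA1 and 0.04 for WHI4, and P in the methods' t-test was 0.0994, 0.151, 0.000792 and 0.0614. In limma, adjusted p was 0.539, 0.564, 0.538 and 0.559.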

In fact, four of these 20 mRNAs, all containing long 5'UTRs (> 235 nt) with strong predicted secondary structures, appear to be translated more efficiently on depletion of eIF4G, showing mean TE_4G_/TE_WT _ratios of 1.62 ± 0.46 (*YDL122W*), 1.37 ± 0.23 (*YGL215W*), 1.24 ± 0.05 (*YGL008C*), and 1.24 ± 0.03 (*YDL224C*). These results do not support the possibility that the translation of mRNAs with highly stable secondary structures in their 5'UTRs would be strongly enhanced by eIF4G.

It has been reported that mammalian eIF4G plays a critical role in the ability of post-termination 40S subunits to resume scanning following translation of a short uORF [17]. Hence, we asked whether the genes whose translation is relatively lower in the mutant versus WT might display an atypical occurrence of uORFs. For the 70 genes with TE_4G_/TE_WT _values ≤ 0.71 whose occurrences of uORFs were tabulated by Lawless et al [16], there is an average of 0.43 ± 0.17 uORFs per transcript. For the 47 genes with TE_4G_/TE_WT _≥1.4, the corresponding average is 0.51 ± 0.26 uORFs per transcript. Neither of these frequencies differs significantly from the average uORF occurrence of 0.36 ± 0.02 uORFs per transcript tabulated for 4149 genes by Lawless et al. Thus, we found no indication that the presence or absence of uORFs is a critical determinant of the effect of eIF4G on the translational efficiency of eIF4G-responsive mRNAs.

In animals, translational control of specific mRNAs frequently involves trans-acting factors that bind to specific recognition elements in the 3'UTR and target eIF4F assembly at the cap structure [18]. Accordingly, we examined whether the 3'UTR length differs significantly between the two sets of genes identified above. As shown in Figure 7, the 3'UTR length appears to be slightly smaller for the group of genes with TE_4G_/TE_WT _≤ 0.71 versus that with TE_4G_/TE_WT _≥1.4 (P = 0.06); however, neither group displays a mean 3'UTR length that is significantly different from that of all genes. Hence, it seems unlikely that 3'UTR length is an important parameter in determining the dependence of translational efficiency on eIF4G.

Finally, we examined 10 mRNAs reported to have an A-rich IRES (*YMR181C, GPR1, BOI1, FLO8, NCE102, MSN1, GIC1, TPK2, HMS2, MTC7*) and also the IRES-containing mRNA *URE2*, to determine whether the translational efficiencies of these mRNAs might be increased or decreased on depletion of eIF4G. We observed no significant deviation from unity in the TE_4G_/TE_WT _ratios of the 10 genes with A-rich IRESs: 1.1 ± 0.06 (*YMR181C*), 1.00 ± 0.20 (*GPR1/YDL035C*), 1.4 ± 0.53 (*BOI1/YBL085W*), 1.1 ± 0.2 (*FLO8/YER109C*), 0.92 ± 0.10 (*NCE102/YPR149W*), 1.2 ± 0.11 (*MSN1/YOL116W*), 1.0 ± 0.13 (*GIC1/YHR061C*), 1.00 ± 0.16 (*TPK2/YPL203W*), 0.94 ± 0.38 (*HMS2/YJR147W*). The same holds true for the *URE2*/*YNL229C *mRNA, exhibiting a TE_4G_/TE_WT _ratio of 1.27 + 0.20 (P-value 0.13). These findings provide no indication that eIF4G is a critical factor for the function of these IRES elements, although it is unknown whether any of the IRESs are functional under the nonpermissive growth conditions of our experiments.

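TE of the URE2 mRNA was 0.85 ± 0.15 (SD, n = 3) in WT and 1.04 ± 0.09 (n = 3) in the mutant, higher in 2 of 3 projects. Among the mRNAs with A-rich IRESs, YMR181C, of unknown function, and MSN1, a transcription factor gene of invasive growth, were higher in the mutant in all 3 projects, with ratios of 1.14 ± 0.09 (SD over projects) and 1.16 ± 0.16. GIC1, of cell polarity, TPK2, a subunit of protein kinase A, and GPR1, a glucose receptor gene, had ratios of 1.00 ± 0.18, 1.01 ± 0.22 and 1.01 ± 0.28. FLO8, a transcription factor gene of flocculation, had 1.12 ± 0.30, BOI1, of bud growth, 1.42 ± 0.76, and HMS2 0.94 ± 0.53. NCE102, of plasma membrane domains, had 0.92 ± 0.15, and its total RNA fell by 0.75 on the log2 scale (adjusted p = 0.0132 from limma). None of the 9 mRNAs passed limma's test of TE, and the median of their log2 TE changes was -0.01. MTC7 is not among the genes of the arrays.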

### Most genes with short ORFs require eIF4G to achieve their characteristic, higher than average translational efficiencies

Because we examined polysomal RNAs present in "heavy polysomes" (containing 4 or more 80S ribosomes), genes whose transcripts contain, on average, less then 4 translating ribosomes were likely underrepresented in this analysis. Of particular concern are those genes with relatively long coding regions whose mRNAs have an average of 3 or fewer translating ribosomes in WT cells, i.e., with low ribosome densities, because such inefficiently translated mRNAs might be particularly dependent on eIF4G. To address this possibility, we extended our microarray analysis to include RNA isolated from the "light polysome" (LP) fractions obtained from the same gradients that yielded the HP fractions analyzed above (see Additional file 3). 

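Light polysome (LP) RNA came from the same 3 WT and 3 mutant cultures as the T and HP samples, with 1 array for each culture. Judged by their distributions, its values appear to have been normalized together with the T and HP values of the culture, which the paper does not state. Median gene probe intensity was 5130 to 8810 on the mutant LP arrays and 3220.4 to 7520 on those of WT, with median random probe intensities of 97.9 to 168 over all arrays. TE was computed as LP/T and compared with limma over 5868 genes, of which 0 passed an adjusted p of 0.05 (325 had an unadjusted p under 0.05, and the methods' t-test gave 335 unadjusted and 0 adjusted). Mean TE over genes was 1.20 ± 0.0654 (SD, n = 3) in WT and 1.14 ± 0.0820 (n = 3) in the mutant (exact two-sided permutation test, p = 0.4). Cytosolic ribosomal protein mRNAs, which code for abundant proteins, had a lower mean LP/T in the mutant for 129 of 140 genes, with a median log2 change of -0.15 and no gene past the test (0 when adjusted over the list alone). RPL5 (YPL131W) had LP/T of 1.01 ± 0.10 (SD, n = 3) in WT and 0.95 ± 0.03 (n = 3) in the mutant, and RPL17B (YJL177W) 1.05 ± 0.06 in each strain. Camera's adjusted p for the list was 2.4e-09 and at most 0.0439 in 11 alternatives, but 0.551 with an estimated correlation.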

The mean TE for each gene was calculated as the ratio of LP/T RNA intensities in all three projects, as above for HP RNA. We then cross-referenced the resulting TE values with a database listing the ribosome densities of 2,218 yeast genes described by Arava et al. [14], focusing on a group of 564 genes whose mRNAs in that study displayed peak occupancies of only 1-3 ribosomes per mRNA, and thus should occur primarily in the LP fractions of our study, of which 512 were interrogated on our microarrays. A subset of 133 genes from this group contain relatively long coding sequences (mean length of ~2000 nt) and exhibit average ribosome densities of ≤ 0.25 ribosomes per 100 nt-well below the genome-average density of 0.64 [14]. The mean TE_WT _calculated for these genes from our LP data, 0.81 + 0.03, is significantly below the genome average TE_WT _value of 1.100 ± 0.006 derived from the HP data for all 5869 ORFs, indicating that these genes exhibit an atypically low proportion of mRNA associated with ribosomes in addition to a low ribosome density. Consistent with our findings on mRNAs in HP fractions, the majority of these poorly translated mRNAs in the LP fractions exhibit higher TE values in the eIF4G mutant versus WT cells (Additional file 3, sheet "133 genes"). Thus, it appears that eIF4G is not a critical rate-limiting factor for this group of very inefficient mRNAs.

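In the LP data, the 133 mRNAs had a mean TE of 0.809 in WT (SEM over genes 0.0300) and 0.844 in the mutant, and 100 of them (75.2%) had a higher mean TE in the mutant. Averaged over these genes in each project, TE was 0.819 ± 0.00597 (SD, n = 3) in WT and 0.852 ± 0.0454 (n = 3) in the mutant, a difference within the spread of the mutant cultures (exact two-sided permutation test, p = 0.4). The share higher in the mutant was 68.4%, 46.6% and 65.4% in projects I, II and III. In the HP data 96 of the 133 were higher in the mutant. Coding spans of the group average 2024 nt, and its members include DBF4 and SPS1, a sporulation kinase gene with a signal in the lowest 10% of genes.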

We also examined a subset of 245 genes from the group of 512 mentioned above, which exhibit peak occupancies of only 1-3 ribosomes per mRNA simply because they have short ORF lengths (< 625 nt), as their mean ribosome density (0.70) actually exceeds the genome-average of 0.64 [14]. Interestingly, these genes have a mean TE_WT _value of 1.96 ± 0.05 (in the LP dataset), that is substantially higher than the genome-average TE_WT _value (1.100 ± 0.006) and most of these genes have significantly lower TE values in the eIF4G mutant versus WT (mean TE_4G _of 1.69 ± 0.03) (Additional file 3, sheet "245 genes").

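The 245 were taken by the paper for ORFs under 625 nt, and their coding spans, introns included, average 482 nt. Their mean LP/T was 1.96 in WT (SEM over genes 0.0489) and 1.69 in the mutant (SEM 0.0330), and 197 of them (80.4%) had a lower mean TE in the mutant. In projects I, II and III, mean TE of the group was 1.88, 1.90 and 2.24 in WT and 1.41, 2.06 and 1.69 in the mutant, so that project II ran the other way, with 63.3% of the group higher in the mutant against 13.5% and 23.3%. Over cultures this is 2.01 ± 0.204 (SD, n = 3) against 1.72 ± 0.326 (n = 3), with an exact two-sided permutation p of 0.3. OM14, of the mitochondrial outer membrane, belongs to the group, and none of its members passed limma's test of LP/T, also when adjusted over the 245 alone.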

Having identified a group of efficiently translated mRNAs with a marked dependence on eIF4G that contain atypically short coding sequences, we examined the behavior of all genes with short ORFs (< 625 nt) in both the LP and HP data sets. As illustrated in the log-log plots of Figure S2 (Additional file 2), ~90% of these genes exhibit TE values greater than unity in WT cells (points above x-axis), compared to only 55% for genes of all ORF lengths (Figure 4). This disparity reflects the broader phenomenon that TE_WT _values are inversely related to ORF length, as revealed in the scatterplot of TE_WT _values versus ORF length for the entire HP dataset (Figure S3A in Additional file 2). This relationship is not unexpected, as it was noted previously that ribosome densities on mRNAs [14] and protein expression levels [19] are inversely related to ORF length in yeast. 

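Of 1091 genes with coding spans under 625 nt (introns included), 993 (91.0%) had TE above 1 in WT in the HP data and 981 (89.9%) in the LP data. Over all 5868 genes the numbers were 3207 (54.7%) and 2923 (49.8%). Proteins of the spliceosome are among the short genes, and the median coding span of the 15 Sm and LSm genes was 330 nt, with 13 of them lower in TE in the mutant and median log2 changes of -0.58, 0.31 and -0.60 in projects I, II and III (camera's adjusted p = 0.000761, or 0.659 with an estimated correlation). Without project I camera's adjusted p for them was 0.453, the highest of 11 alternatives that begin at 2.5e-07.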

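Median TE in WT was lower for longer genes from 625 nt on in all 3 projects; genes from 300 to 625 nt lay above those under 300 nt in projects I and II and below them in project III (1.60 and 1.64). In project I the median was 1.52 for genes under 300 nt, 1.58 from 300 to 625 nt, 1.24 from 625 to 1000 nt, 0.833 from 1500 to 2000 nt and 0.618 from 3000 nt. Spearman's rho of TE and coding span across genes, which are not independent replicates, was -0.773, -0.609 and -0.726 in projects I, II and III. Each gene was read by 20 probes, whose starts span a median of 1031 nt over genes, and how much of the long genes they cover was not examined. RPL41A, with 78 nt among the shortest genes, had HP/T of 1.04 ± 0.18 (SD, n = 3) in WT.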

Interestingly, the majority of the short-ORF genes exhibit reductions in TE values in the eIF4G mutant of ~10% on average (Figure S2A-B in Additional file 2), similar to the average reduction in TE mentioned above for all genes with TE_WT _values above unity (Figure 4). 

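Short mRNAs had lower TE in the mutant for 875 of 1091 genes (80.2%) in the HP data and for 854 (78.3%) in the LP data. In projects I, II and III the mean TE_4G/TE_WT of the short genes was 0.853, 1.19 and 0.782 for HP and 0.838, 1.08 and 0.865 for LP, a mean of 0.941 ± 0.217 (SD, n = 3) and 0.926 ± 0.131. Mean HP/T of the group was 1.54 ± 0.144 in WT and 1.33 ± 0.168 in the mutant (exact two-sided permutation test, p = 0.2), and mean LP/T 2.06 ± 0.293 and 1.74 ± 0.352 (p = 0.4). AHP1 (YLR109W, 531 nt), a peroxiredoxin gene, had LP/T of 1.63 ± 0.10 in WT and 1.27 ± 0.05 in the mutant and was lower in all 3 projects (adjusted p = 0.793 from limma). From the high TE of short-ORF genes in WT and its reduction in the mutant, the paper concludes that genes with short ORFs tend to be translated more efficiently in WT and to need eIF4G for their full efficiency.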

The reduction in TE evoked by depletion of eIF4G for small-ORF genes is also obvious in the scatterplots of Figure S3 (Additional file 2), as dampening TE values for the shortest ORF lengths in the eIF4G mutant is observed. Thus, genes with short ORFs tend to be translated more efficiently in WT cells and to be dependent on eIF4G for their maximum efficiency.

It is noteworthy that the two sets of ~100 genes we identified above displaying the greatest changes in TE values on depletion of eIF4G differ dramatically in average ORF length. The group exhibiting the greatest reductions in translation efficiency (TE_4G_/TE_WT _≤ 0.71) has a mean ORF length below the genome average by nearly a factor of two (P < 0.0001), while genes showing the greatest increases in efficiency (TE_4G_/TE_WT _≥ 1.4) have a mean ORF length 70% larger than average (P < 0.0001) (Figure 7). These findings suggest that ORF length, in addition to 5'UTR length, determines the influence of eIF4G on translational efficiency. 

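The 83 mRNAs of the rule for lower TE had a mean coding span of 716 nt (SEM 153), the 93 of the rule for higher TE 2455 nt (SEM 95.9), and all 5868 genes 1511 nt (SEM 15.2), or 0.474 and 1.63 times the mean of all genes for the changed groups. A permutation test with 100000 draws of genes gave p = 1e-05 for each group, the smallest it can give, and treats genes as independent. Of the lower group 63 spans were under 625 nt, against 3 of the higher group. TIM9, in the first group, has 264 nt, and MON2, in the second, 4911 nt. By project, the relation held in projects I and III and was opposite in project II: Spearman's rho of log2 TE change and span across genes was 0.42, -0.11 and 0.62 for HP and 0.47, -0.14 and 0.42 for LP. Without project III, the rule held for groups with mean spans of 1477 and 1564 nt, close to the mean of all genes.

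**Figure D2:**
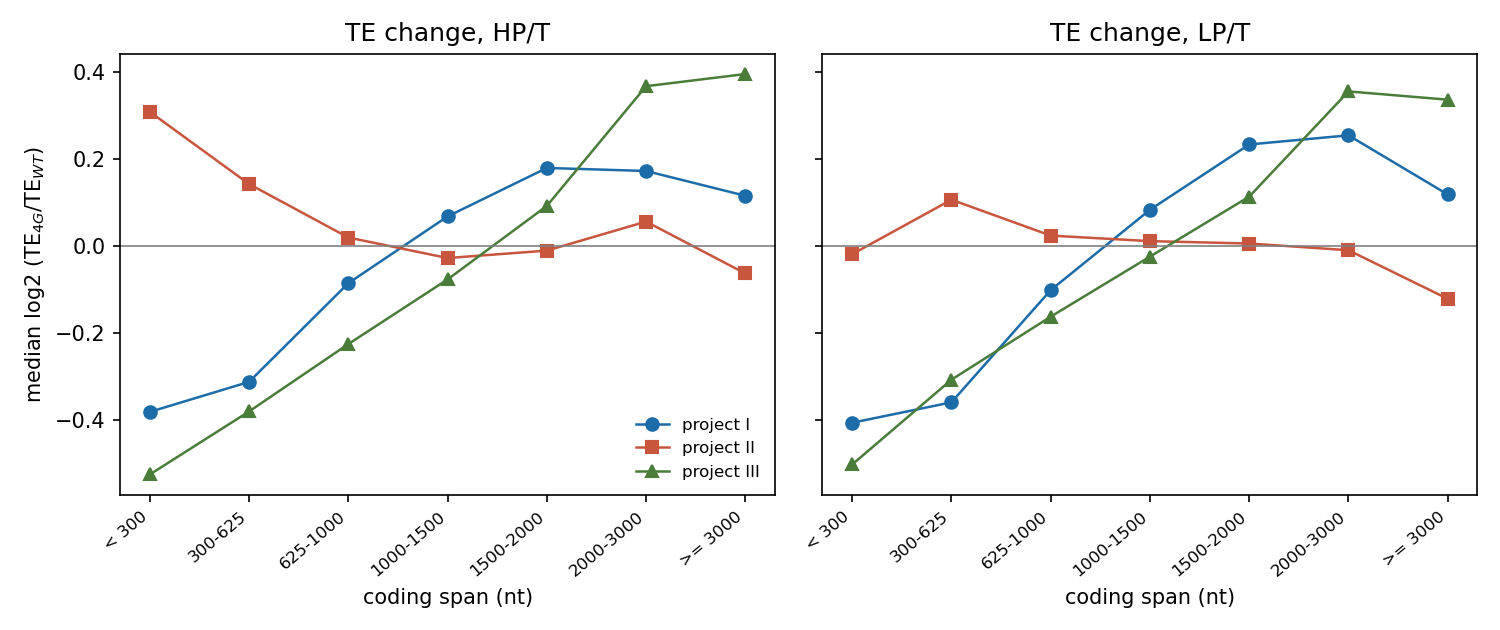
Median log2 TE change (4G over WT) of genes in 7 classes of coding span, for HP/T (left) and LP/T (right), with a line for each project. For genes under 300 nt the HP/T medians are -0.38, 0.31 and -0.53 in projects I, II and III, and for genes of 3000 nt or more 0.12, -0.06 and 0.40.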

Below, we propose a molecular explanation for this finding, based on the known relationship between transcript length and the stability of eIF4F-cap interaction [20].

Considering the strong correlation between ORF length and effect of eIF4G depletion on translational efficiency shown in Figure 7, it seems possible that the enrichment of cellular functions associated with the gene sets exhibiting TE_4G_/TE_WT _≤ 0.71 or TE_4G_/TE_WT _≥1.4 described above (Figure 6) could at least partially reflect a preponderance of genes with unusually small or large ORF lengths in those functional categories.

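Median coding spans overlap between lists that camera called for lower and for higher TE (HP/T) in the mutant, of which none was called with an estimated correlation (adjusted p of at least 0.659). Among the lists called higher, only that of RNA polymerase II, general transcription and THO reaches into the range of those called lower. No test adjusted for length was run, so that the part of ORF length that the paper considers possible stays open. Median coding span was 699 nt for mitochondrial ribosomal proteins, 462 nt for oxidative phosphorylation and 591 nt for the peroxidase and thioredoxin systems. Among other lists called lower it was 330 nt for Sm and LSm proteins, 609 nt for mitochondrial protein import and 1284 nt for the tricarboxylic acid cycle. It was 1314 nt for glycolysis and fermentation, 1473 nt for sporulation and 1512 nt for general stress, also called lower. For lists called higher it was 2802 nt for chromatin remodelling, DNA topology and MCM, 1179 nt for RNA polymerase II, general transcription and THO, and 2287.5 nt for exocytosis and endocytosis. Cytosolic ribosomal protein genes, with a median span of 771 nt, had median log2 TE changes (HP/T) of -0.18, 0.21 and -0.20 in projects I, II and III, and ribosome biogenesis genes, with 1536 nt, -0.05, 0.22 and 0.41.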

## Discussion

In this study, we have examined the genome-wide consequences for translational efficiency of simultaneously eliminating eIF4G2 and depleting eIF4G1 from yeast cells. The conditional depletion of eIF4G1 achieved using a degron-tagged version of this protein was highly effective and reduced the polysome content and rate of translation to only 20-30% of WT levels, indicating a substantial reduction in the rate of translation initiation. We used genome expression microarrays to measure the abundance of each mRNA in heavy polysomes (with 4 or more translating ribosomes) relative to its level in total mRNA to calculate translational efficiencies of 5868 different genes. The results indicated that the overwhelming majority of mRNAs experienced only a moderate change in translational efficiency on eIF4G depletion. Less than 2% of the genes showed a statistically significant decrease in TE in the mutant by a factor of 1.4 of more, and the genes in this group that were affected the most displayed reductions of a factor of ~2.5 or less. While the actual percentage of genes affected to this extent is probably higher, only ~10% of genes exhibited decreases in TE of this magnitude for each biological replicate, which likely represents the upper size limit for this category. Thus, we did not detect even a small group of mRNAs that are dramatically dependent on eIF4G for translation in vivo.

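Within projects I, II and III, 9.73%, 13.4% and 13.9% of genes had TE_4G/TE_WT of at most 1/1.4, a mean of 12.4% ± 2.30 (SD, n = 3). Increases of at least 1.4 were seen for 6.20%, 12.1% and 15.5% of genes. No mRNA of the group with lower TE went below a mean ratio of 0.545 over projects. On the other side, BSC1, STH1 (2.16 ± 1.15, SD over projects) and YMR317W exceeded 2, as did BIL2, with a dim signal. For BSC1 the paper's qRT-PCR ratio points to lower TE instead. The ratio of YPR159C-A is not counted here, since its total RNA in the mutant read at background.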

We made the unexpected observation, however, that depletion of eIF4G narrows the range of translational efficiencies for a large fraction of mRNAs, decreasing the number with efficiencies that are substantially higher or lower than the genome-average TE. This trend is well illustrated in the log-log plots of mean TE values in WT versus mutant cells (Figure 4), and also by the fact that depleting eIF4G reduced (by several fold) the numbers of mRNAs with TE values either 1.5-fold higher, or 1.5-fold lower, than unity (Table 1). Furthermore, the bulk of mRNAs with TE values ≥ 1.5 in WT cells are, at least to some extent, dependent on eIF4G for their higher than average TE values (Table 1). This dependence is consistent with a significant role for eIF4G in stimulating one or more steps of initiation for the most efficiently translated mRNAs in the cell, presumably the activation of mRNA for recruitment of the 43S PIC, scanning the 5'UTR, or start codon recognition. Unexpectedly, we found that many mRNAs with lower than average TE values in WT cells exhibit an increased translational efficiency on eIF4G depletion. It is conceivable that eIF4G directly impairs the translation of these latter mRNAs. However, we favor an indirect mechanism involving competition among all mRNAs for limiting initiation factors or PICs, coupled with the role of eIF4G in stimulating efficiently translated mRNAs at the expense of those with lower than average efficiencies. In the absence of eIF4G, this competitive edge would be eliminated for the first group and thereby enable the second group of mRNAs to compete better for limiting factors/PICs.

The small group of ~100 genes we identified that are most dependent on eIF4G for their higher than average TEs in WT cells contain a mean 5'UTR length that is slightly below the genome-average for all mRNAs (Figure 7), a feature that should facilitate efficient scanning and AUG recognition. This was surprising because we expected to find that the mRNAs most dependent on eIF4G would have long or highly structured 5'UTRs, requiring the eIF4G·eIF4A complex for unwinding secondary structure to promote 43S attachment or scanning. In fact, the ~100 genes we identified whose translation is stimulated the most by eliminating eIF4G contain a mean 5'UTR length substantially larger than the genome average (Figure 7). The fact that these latter mRNAs display a lower than average TE in WT cells and benefit from the absence of eIF4G seems to indicate that they function inefficiently at steps of initiation not significantly enhanced by eIF4G. Given their long 5' UTR lengths, it seems likely that scanning to the start codon is relatively inefficient for these mRNAs. If so, then the fact that depleting eIF4G does not exacerbate this deficiency suggests that factors besides eIF4G are more critically required for efficient scanning through long 5'UTRs in yeast.

This last suggestion is consistent with our finding that none of the 17 mRNAs predicted by the Randfold program to contain the most stable secondary structures among yeast 5' UTRs [16] displayed a significant reduction in TE on eIF4G depletion--in fact, four such mRNAs appear to be translated more efficiently on eIF4G depletion. Thus, other initiation factors besides eIF4G might also be more critically involved in removing secondary structures in advance of the scanning PIC. This view is supported by the fact that in a mammalian reconstituted system, eIF4G, eIF4A and eIF4B are sufficient for 43S attachment and scanning on β-globin mRNA, which harbors a relatively unstructured 5'UTR, whereas the DExH-box protein DHX29 is required for initiation complex assembly on mRNAs containing more structured 5'UTRs [7]. Similarly, there is evidence that yeast DEAD-box protein Ded1 contributes more than eIF4A does to the processivity of scanning in vivo [6]. These findings are in agreement with the possibility that the eIF4E/eIF4G/eIF4A complex (eIF4F) is more critical for 43S PIC attachment near the 5' end of the mRNA than for subsequent scanning to the start codon.

Thus, our results are consistent with the model that 43S attachment is a rate-limiting step for a large proportion of mRNAs with higher than average TEs, and that this step is stimulated by eIF4G, particularly for the ~100 genes we identified with the greatest dependence on eIF4G that contain relatively short 5'UTRs. By contrast, scanning or AUG recognition would be rate-limiting for mRNAs with longer than average 5'UTRs whose translation is enhanced by depletion of eIF4G, because these steps are not critically dependent on eIF4G. The fact that eliminating eIF4G mitigates the lower than average translational efficiencies of this second group of mRNAs can be explained by proposing that the negative effect of depleting eIF4G on 43S attachment is outweighed by their enhanced ability to compete with other mRNAs for limiting factors that promote scanning or AUG recognition.

Fulfilling this last stipulation of our model would be facilitated if the inefficient mRNAs with long 5'UTRs are relatively ineffective at exploiting eIF4G function in 43S attachment. That is, if eIF4G contributes relatively less to 43S attachment by these inefficient mRNAs in WT cells, then depleting eIF4G would produce relatively smaller reductions in their translation rate. One reason for thinking that this condition holds is our finding that this group of mRNAs also displays unusually long coding sequences, whereas the mRNAs we identified with the greatest dependence on eIF4G exhibit smaller than average ORF lengths. Recent findings by Jacobson et al [20] indicate that shorter yeast mRNAs produce more stable eIF4F-cap interactions than do longer mRNAs, which is fully dependent on an extended poly(A) tail and PABP. Presumably, shorter mRNAs more efficiently assemble a closed-loop mRNP via PABP-eIF4G interaction, which stabilizes eIF4F binding to mRNA [3,21]. In fact, the possibility of less efficient 5'-3' interaction for larger mRNAs was advanced previously as one explanation for the inverse correlation between ribosome density and ORF length [14], which we confirmed here using TE values (Figure S3A in Additional file 2). Hence, we suggest that longer mRNAs are affected less than shorter mRNAs by the elimination of eIF4G because the eIF4F-cap interaction is inherently less stable for longer transcripts and, hence, less efficacious in promoting 43S recruitment when eIF4G is present. 

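Longer mRNAs had lower TE in both strains: Spearman's rho of HP/T and coding span across genes was -0.703 ± 0.0847 (SD, n = 3) in WT and -0.715 ± 0.0439 (n = 3) in the mutant (exact two-sided permutation test, p = 1). A rank measure does not follow the size of TE differences, so that like values of rho do not speak against smaller differences in the mutant. In the mutant rho was -0.691, -0.766 and -0.689 in projects I, II and III. For mutant mRNAs of under 300 nt median TE was 1.15, 1.50 and 1.12 in the 3 projects, for those from 300 to 625 nt 1.24, 1.50 and 1.23, and for those from 2000 to 3000 nt 0.818, 0.763 and 0.846.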

The fact that depleting eIF4G diminishes, but does not eliminate the correlation between TE and ORF length (Figure S3B in Additional file 2) indicates that reduced eIF4G-PABP interaction is not the only factor limiting the translation of mRNAs with longer ORFs, and limited processivity of elongating ribosomes or less efficient termination have been suggested as other possibilities [14].

We showed previously that depletion of eIF4G did not lower the amounts of native 48S complexes containing the *RPL41A *or *MFA2 *mRNAs [8], both very short transcripts, which is ostensibly at odds with the idea that eIF4G has an important function in 43S attachment to mRNA. Examining the results we obtained for these mRNAs in the LP dataset (from small polysomes) reveals that they both exhibit mean TE_4G _values ~90% of their TE_WT _values (Additional file 3). Thus, even if we assume that these two mRNAs require eIF4G only at the step of 43S attachment to achieve their maximum translation rates, it would have been very difficult to detect a 10% decrease in the levels of their free 48S complexes with the techniques employed in the previous study [8]. It remains to be determined what features in mRNA, besides a short 5'UTR and short ORF length, are responsible for the more pronounced requirement for eIF4G displayed by the small fraction of yeast mRNAs identified here.

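RPL41A (YDL184C, chromosome IV, 130408 to 130485), a ribosomal protein gene with a coding span of 78 nt, had LP/T of 1.75 ± 0.13 (SD, n = 3) in WT and 1.60 ± 0.23 (n = 3) in the mutant, with a mean ratio over projects of 0.92 ± 0.19. MFA2 (YNL145W), the a-factor gene with 117 nt, had 1.46 ± 0.17 and 1.31 ± 0.24, with a ratio of 0.90 ± 0.20. Both were lower in the mutant in 2 of 3 projects, and the differences lie within the spread between projects (adjusted p = 0.884 and 0.869 from limma). Total RNA of MFA2 fell by 0.55 on the log2 scale in the mutant (adjusted p = 0.0468).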

Considering that eIF4G is essential in yeast, and also noting its role as a protein bridge linking the eIF4E-mRNA-PABP mRNP to components of the 43S complex (eIF5 and eIF1) [22], it is surprising that a significant amount of translation still proceeds in the absence of this factor. Based on our microarray data, it appears that eIF4G is dispensable for the translation of most, if not all mRNAs in vivo, indicating that it is rate-enhancing rather than essential in budding yeast. This stands in contrast to the critical requirement for the eIF3 complex, which is required for nearly all translation in yeast, and is crucial for attachment of native 43S complexes to mRNAs (*RPL41A *and *MFA2) *that can assemble 48S PICs in cells depleted of eIF4G [8]. Of course, we cannot exclude the possibility that a compensatory initiation pathway comes into play during the 8 h of incubation in the non-permissive conditions used to thoroughly deplete eIF4G. It is also impossible to eliminate the possibility that a very small fraction of the WT amount of eIF4G, below the detection limit of our Western analysis, is sufficient to catalyze the residual protein synthesis that occurs in the depleted cells. This seems unlikely, however, because the eIF4G level in WT cells is already lower than those of nearly all other initiation factors [23].

On the other hand, the 3 to 4-fold reduction in the rate of translation, and the narrowed range of translational efficiencies evoked by depletion of eIF4G, could have serious consequences for a subset of dosage-sensitive proteins with essential functions in the cell. Moreover, cell division could be blocked under these conditions by regulatory mechanisms that respond to a drop in the rate of synthesis of a key cell cycle controlling factor, eg., the G1 cyclin Cln3 [24-26]. Considering that cell division is not blocked by a decrease in the overall translation rate of ~70% occurring in response to hyperosmotic stress [27,28], eIF4G depletion might evoke a comparatively greater reduction in translation of a key protein(s) required for cell division than occurs during osmotic stress.

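Mean HP/T over all 5868 genes was 1.08, 1.09 and 1.13 in WT in projects I, II and III and 1.04, 1.07 and 1.03 in the mutant, or 1.10 ± 0.0266 (SD, n = 3) and 1.05 ± 0.0223 (n = 3), with each WT culture above each mutant culture (exact two-sided permutation test, p = 0.1, the smallest possible). The arrays were scaled to a common level, so that these means do not follow the amount of polysomal RNA. The median log2 change of HP/T over genes was 0.0018. A mean of ratios also rises with their spread on the log2 scale, which was wider in WT, so that the lower mean in the mutant cannot be told apart from the narrower spread. TE of the ATP2 and NOP1 mRNAs was near 1 in both strains, and that of TIF4631 was 0.52 ± 0.15 in WT and 0.73 ± 0.03 in the mutant (adjusted p = 0.542 from limma). The mutant carries the degron-tagged TIF4631 allele with its copper-dependent promoter, so that these TE values are not of the same transcript.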

Given that depletion of eIF4G reduces the translation rate by 3 to 4-fold, it is surprising that the average TE calculated for all 5868 genes decreased only a small amount, from 1.100 ± 0.006 in WT cells to 1.05 ± 0.004 in the mutant. Of course, many genes translated with higher than average efficiencies in WT exhibit much larger reductions in TE values on depletion of eIF4G, but this effect was counterbalanced by increased translation of many genes with lower than average TE_WT _values. As noted above, the fact that microarray results are normalized to give each array the same average signal intensity will dampen the reduction in polysomal mRNA abundance in the eIF4G mutant, and the amounts of total mRNA might also decline on eIF4G depletion, which would offset the effect of decreased polysomal mRNA on the calculated TE values. It is also conceivable that eIF4G depletion triggers a signal transduction response that decreases the rate of elongation, counteracting the effect of reduced initiation on polysome size. For example, oxidative stress reduces the rates of both initiation and elongation in yeast [29].

Because we examined cells lacking eIF4G2 and depleted of eIF4G1, it could be argued that the changes in translational efficiencies we observed result primarily from the absence of only eIF4G1 or eIF4G2 rather than the elimination of both eIF4G isoforms. This is unlikely in view of recent findings by Clarkson et al on mutant strains expressing only eIF4G1 or eIF4G2 and engineered to express each isoform at a level equivalent to the combination of both isoforms in WT. These strains displayed almost no changes in translational efficiency genome-wide [30], providing strong evidence against the possibility that eIF4G1 or eIF4G2 is specifically required to support the translation of particular mRNAs. In this same study, two groups of protein-coding genes (of ~150 each) displayed a significant change in translational efficiency on deletion of only *TIF4631*, encoding the major isoform (eIF4G1), which reduced the growth rate and polysome content relative to the isogenic WT strain. Only 10% of the genes with significantly repressed translational efficiencies in *tif4631Δ *cells thus identified by Clarkson et al belong to the group of ~100 genes we identified here with mean TE_4G_/TE_WT _ratios of ≤ 0.71. However, the group of translationally repressed genes in the Clarkson et al study displayed an average TE_4G_/TE_WT _ratio in our experiments (0.89 ± 0.01) that is significantly below the genome-average TE_4G_/TE_WT _ratio (1.05 ± 0.004) and also the average TE_4G_/TE_WT _ratio determined in our experiments for the group of translationally enhanced genes identified by Clarkson et al (1.17 ± 0.02). Thus, the translational efficiencies of at least a subset of genes are affected similarly by the absence of eIF4G1 alone and the elimination of both eIF4G1 and eIF4G2 simultaneously. This is consistent with the conclusion that eIF4G1 and eIF4G2 perform essentially identical functions [30].

A recent analysis of the consequences of depleting eIF4GI and eIF4GII with siRNAs in cultured mammalian cells [31] reached certain conclusions congruent, and others that seem to differ, from our findings. It was found that depleting both eIF4GI and eIF4GII reduced overall translation by only ~20%, whereas depleting two eIF3 subunits provoked a stronger (~50%) reduction, consistent with the greater requirement for eIF3 versus eIF4G we observed in yeast [8]. eIF4GI depletion reduced the translational efficiencies of a subset of mammalian mRNAs, including a group whose products function in mitochondrial regulation, bioenergetics, and cell proliferation. In accordance with our observations, there was no significant correlation between the presence of long or structured 5'UTRs and the degree of eIF4GI-dependence. This is consistent with the aforementioned suggestion that eIF4GI is more important for 43S attachment than for subsequent scanning through the 5'UTR. At odds with our results, however, the eIF4GI-dependent class of mRNAs appeared to be somewhat enriched in those containing uORFs, and the presence of an uORF was shown to increase the eIF4GI dependence on translation. One possibility is that the majority of uORF-containing mRNAs in yeast do not support appreciable reinitiation in WT cells, as this process has strict requirements for uORF length and cis-acting sequences surrounding the stop codon [32,33]. In this event, eliminating the potential role of eIF4G in stimulating reinitiation would be difficult to detect on a genome-wide basis in yeast.

## Conclusions

Our results indicate that eliminating both isoforms of eIF4G from yeast cells elicits a substantial reduction in the rate of translation initiation that is severe enough to block cell division, but does not evoke dramatic changes in the relative translational efficiencies of the majority of mRNAs. Rather, we observed a large-scale narrowing of translational efficiencies, including mRNAs with higher or lower than average efficiencies, which is expected to disturb the stoichiometry of protein components comprising many cellular pathways and structures. Our finding that mRNAs with the greatest dependence on eIF4G are relatively well-translated, do not contain long or highly structured 5'UTR, and also have short coding sequences, is consistent with the idea that eIF4F is most critically required to enhance 43S attachment to the mRNA 5' end rather than for scanning through long, structured 5' UTRs.

## Methods

### Yeast strains

The following yeast strains employed in this study were described previously [8]: YAJ3 (*MAT***a ***trp1Δ leu2-3,112 ura3-52 gcn2Δ *::*hisG P_GAL1 _-myc-UBR1 *::*TRP1 *::*ubr1*, pRS316 <*URA3*>), YAJ41(*MAT***a ***trp1Δ leu2-3,112 ura3-52 gcn2 *::*hisG P_GAL1_-myc UBR1 *::*TRP1 *::*ubr1 tif4632Δ *::*kanMX6 P_CUP1 _-UBI-R-DHFR ^ts ^-HA-tif4631-td *::*URA3 *::*tif4631*), and YAJ34 (*MAT***a ***trp1Δ leu2-3,112 ura3-52 gcn2Δ *::*hisG P_GAL1 _-myc-UBR1 *::*TRP1 *::*ubr1 P_CUP1 _-UBI-R-DHFR^ts ^-HA-prt1-td::URA3::prt1 P_CUP1 _-UBI-R-HA-tif32-td::URA3::tif32*).

### Yeast cell culture, sucrose gradient centrifugation, and RNA isolation

WT strain YAJ3, eIF4G1 degron mutant YAJ41, and eIF3 degron mutant YAJ34 were grown in liquid synthetic complete (SC) medium containing 2% raffinose as carbon source and 0.1 mM copper sulfate at 25 C (SC_Raf _+ Cu^2+^, 25°C; permissive conditions) to an optical density (A_600_) of 0.15 to 0.6. After addition of galactose (2%), cells were incubated for an additional 30 min at 25°C followed by growth in SC containing 2% raffinose, 2% galactose, and 1 mM bathocuproinedisulfonic acid (BCS) at 36°C (SC_Raf/Gal _+ BCS, 36°C; nonpermissive conditions) for up to 8 h. Cycloheximide was added to a final concentration of 0.1 mg/mL, and the culture was chilled on ice for 10 min. Cells were pelleted by centrifugation, resuspended in breaking buffer [20 mM Tris-HCl, pH 8.0, 50 mM KCl, 10 mM MgCl_2_, 2 mM dithiothreitol, 1% Triton X-100, 0.1 mg/mL cycloheximide, 0.5 mg/mL Heparin, 10 mM NaF, 0.5 mM AEBSF, 5 μg/mL leupeptin, Complete protease inhibitor cocktail tablets (EDTA-free, Roche Diagnostics)], and broken by vortexing with glass beads. Polysomes were separated by loading whole cell extracts (WCEs) onto 4.5-45% sucrose gradients and centrifuged in a SW41Ti rotor (Beckman) at 39,000 rpm for 2.5 h at 4°C as described previously [8]. Total RNA was isolated from the input WCE, or from pooled gradient fractions containing 80S monosomes, polysomes with 2-3 ribosomes (light polysomes, LP), or polysomes with 4 or more ribosomes (heavy polysomes, HP) using TRIZOL reagent (Invitrogen) according to the manufacturer's suggested protocol. Heparin was eliminated by precipitating the RNA with LiCl to a final concentration of 1.9 M followed by centrifugation in a microcentrifuge at 13,200 at 4°C. The pellet was washed with ethanol and dissolved in RNAse-free water. After addition of sodium acetate (pH 5.5) to a final concentration of 0.3 M, RNA was again ethanol precipitated, pelleted, and redissolved in RNAse-free water.

For the Western blot analysis in Figure 1A, WCEs were prepared as described above, resolved by 4-20% SDS-PAGE, and subjected to immunoblotting using rabbit polyclonal anti-eIF4G1 antibodies (a kind gift from John McCarthy) or mouse monoclonal anti-Pab1 antibodies (1G1, a kind gift from Maurice Swanson).

### *In vivo *[^35 ^S]-methionine incorporation

Yeast strains were grown to A_600 _of 0.25 to 0.6 under permissive conditions and further incubated for 8 h under nonpermissive conditions, as described above. One hour before labeling, cells were washed and resuspended in [SC_Raf/Gal _+BCS] lacking methionine. At the zero time point, unlabeled methionine was added at 50 μM and [^35 ^S]-methionine (7.9 mCi/ml, 293.0 MBq/ml, NEN Life Science Products) was added at 5 μCi/ml to each culture. At 15-min intervals, the A_600 _of the cultures was determined, and 1-ml aliquots were mixed with 0.2 ml of cold 50% trichloroacetic acid (TCA), incubated on ice for 10 min, boiled for 20 min and filtered through Whatman GF/C filters. Filters were washed with 5% cold TCA, 95% ethanol, dried, and the radioactivity quantified by liquid scintillation.

### Microarray analysis

Total RNA samples from the WCE or RNA samples from heavy polysomes were isolated as described above and sent to Roche-NimbleGen (Reykjavik, Iceland) for complete expression array services, including cDNA synthesis, Cy3-cDNA labeling, and hybridization of microarrays according to their standard protocols. Briefly, cDNA was synthesized from 10 μg of RNA, labeled with Cy3, and hybridized to three replicate NimbleGen *S. cerevisiae *1-plex 385K arrays (Cat # A4345001-00-01; NimbleGen) for each RNA sample. Following washing and scanning of the arrays, data was extracted from the scanned image and analyzed for normalized gene expression summary values (CALLS) by quantile normalization and the Robust Multi-array Average (RMA) algorithm [34] using the NimbleScan software (NimbleGen). ArrayStar 3.0 software (DNASTAR; Madison, WI) was used to analyze the expression data provided by NimbleGen. Mean TE_4G _and TE_WT _values were calculated for each gene from all nine microarray measurements of HP or T mRNA intensities obtained in the three biological replicates (projects I-III) to obtain the log-log plot in Figure 4. To calculate mean TE_4G_/TE_WT _ratios for the purpose of assigning standard errors to the values, the ratios were calculated separately for each project from the mean TE_4G _and mean TE_WT _values calculated from the three technical replicates for that project, and the resulting TE_4G_/TE_WT _ratios for each project were averaged. The three mean TE_4G _and mean TE_WT _values determined in this way from projects I-III were also used to conduct two-tailed Student's t-tests of the significance of differences between mean TE_4G _and mean TE_WT _values for individual genes.

### Accession number

The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE25721 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25721.

### Real-time quantitative RT-PCR (qRT-PCR) analysis of polysomal mRNA distributions

RNA samples from the WCE or gradient fractions containing HP, LP, or 80S monosomes were isolated as previously described. The level of mRNA for each gene of interest (GOI) relative to the amount of 18S rRNA was quantified by qRT-PCR analysis. Briefly, cDNA was synthesized from 1 μg of RNA using SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen) according to the vendor's recommended protocol. The synthesized first-strand cDNA was diluted 1:10, and 2 μl of the diluted cDNA was used for subsequent real-time PCR amplification using the Stratagene MX3000P and Brilliant II SYBR^® ^Green QPCR Master Mix (Stratagene) according to the vendor's instructions. The primers used in qRT-PCR analysis for the mRNAs analyzed in Figure 2 are listed in Table S2 (see Additional file 2). The real-time PCR reactions were carried out in triplicate for each cDNA sample to obtain average Ct values. The amount of mRNA in a set of gradient fractions containing HP, LP or 80S species relative to its level in total RNA was determined by first calculating 2^-ΔΔCt^, where ΔΔCt = Ct(fraction)_norm _- Ct(total)_norm_, Ct(fraction)_norm_= Ct(fraction)_GOI _- Ct(fraction)_18S_, and Ct(total)_norm _= Ct(total)_GOI _- Ct(total)_18S_. Ct(fraction)_GOI _and Ct(total)_GOI _are the Ct values determined for the gene of interest in the appropriate gradient fractions or total RNA, respectively; Ct(fraction)_18S _and Ct(total)_18S _are the corresponding values for 18S rRNA. The resulting 2^-ΔΔCt ^values were then multiplied by a factor representing the proportion of the total A_280 _units in the gradient found in the appropriate fractions (HP, LP or 80S, respectively). These factors were calculated by integrating the A_280 _values from the polysome tracings for the appropriate fractions from multiple independent experiments on WT and mutant (4G) extracts, yielding the following average values: HP_WT _= 0.308, HP_4G _= 0.114, LP_WT _= 0.276, LP_4G _= 0.149; 80S_WT _= 0.416; 80S_4G _= 0.738.

The TE_4G_/TE_WT _values plotted in Figure S1 (Additional file 2) were calculated as (2^-[ΔΔCt(HP-T)] ^_4G_/2^-[ΔΔCt(HP-T)] ^_WT_)(0.114/0.308), where 0.114 and 0.308 are the fractions of 18S rRNA present in heavy polysomes in the mutant and WT cells, respectively, ΔΔCt(HP-T) = ΔCt(HP)_norm _-ΔCt(T)_norm_, ΔCt(HP)_norm _= Ct(HP_GOI_)-Ct(HP_18S_), and ΔCt(T)_norm _= Ct(T_GOI_)-Ct(T_18S_). The primers employed for qRT-PCR analysis of the mRNAs for these genes are listed in Table S3 (see Additional file 2).

## Authors' contributions

EHP participated in the design of the study, carried out the biochemical analyses of protein synthesis and prepared the polysomal and total RNAs for microarray analysis. FZ carried out the real-time PCR analyses. JW conducted the statistical analysis of the enrichment for specific cellular functions, and for essentiality, in the gene sets described in Figure 6. PS participated in the design of the study and helped to draft the manuscript. AGH participated in the design and coordination of the study, performed statistical analyses, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Excel file containing results of microarray analysis of translational efficiencies using RNA from "heavy polysomes" (HP) and total RNA isolated from WT and eIF4G-depleted cells**. Spreadsheet 1 "microarray of 5869 ORFs" contains the data from microarray analysis of 5869 ORFs using HP and total RNA samples from WT and eIF4G mutant strains, from projects (biological replicates) I-III. Columns A-C contain the Nimblegen sequence identification number, SGD ORF name, and functional annotation, respectively. Columns D-F contain the log_2 _of signal intensity for the HP RNA sample from the eIF4G mutant in project I (log4G-HP_I), the cognate value for total RNA (log4G-T_I), and the corresponding TE value (TE 4G_I) calculated as the ratio of these two intensities (HP/T), respectively. Columns G-I contain the corresponding data found in D-F for the HP and T RNA samples but from the WT strain in project I. Columns J-L and M-O contain the corresponding data found in D-F and G-I but from project II, and columns P-R and S-U contain the cognate data from project III. Columns V and W contain the mean TE_4G _and mean TE_WT _values, respectively, obtained by averaging the TE values from projects I-III. The log_2 _of the values in columns V and W were plotted in Figure 4. Columns X, Y, and Z contain the ratios of the TE_4G _to TE_WT _values from projects I, II, and III, respectively, contained in columns F and I, L and O, and R and U, respectively. Column AA contains the average of columns X-Z, AB contains the S.E.M. calculated from the data in X-Z, and column AC contains the results of a two-tailed Students t-test conducted to determine if the set of TE_4G _values in columns F, L, and R are significantly different from the set of TE_WT _values in columns I, O, and U. Spreadsheet 2 "t-test calcs" contains these last calculations. Spreadsheet 3 "(p < 0.1, TEg 0.71 TEwt)" contains the 94 genes with mean TE_4G_/TE_WT _values (in column AA) ≤ 0.71, and also includes in columns AD-AI the lengths and MFEs of 5' UTRs, and numbers of uORFs, all from [16], and 3' UTR and ORF lengths calculated from Nagalakshmi et al [35]. Spreadsheet 4 "p < 0.1, TEg 1.4 TEwt" contains the 99 genes with mean TE_4G_/TE_WT _values (in column AA) ≥ 1.4, with the identical column definitions described above for sheet 3. Spreadsheet 5 "Lawless UTRs" contains the data from Additional file 9 of Lawless et al [16]. Spreadsheet 6 "Lawless MFEs" contains the data from Additional file 8 of Lawless et al [16]. Click here for file

Additional file 2 **Comparison of translational efficiencies between WT and eIF4G degron mutant.** -Figure S1: Comparison of the ratios of TE values between the WT and eIF4G degron mutant determined by qRT-PCR and microarray analysis of selected mRNAs. -Figure S2: Comparison of translational efficiencies for all genes with ORF lengths < 625 nt between WT and eIF4G degron mutant cells. -Figure S3: Inverse correlation between translational efficiency and coding sequence length is dampened by eIF4G depletion, especially for genes with short ORFs. -Table S1: Variances from MA plots of microarray data. -Table S2: PCR Primers for measuring polysome distributions of selected mRNAs. -Table S3: Primers for qRT-PCR determination of TE4G/TEWT ratios and comparison of mean TE4G/TEWT ratios determined by microarray versus qRT-PCR analysis. Click here for file

Additional file 3 **Excel file containing results of microarray analysis of translational efficiencies using RNA from "light polysomes" (LP) and total RNA isolated from WT and eIF4G-depleted cells**. Spreadsheet 1 "Project averages LP over T_4G,WT" contains our data from microarray analysis of 5868 ORFs using LP and total RNA samples from WT and eIF4G mutant strains, from all three projects (I-III). Columns A-B contain the Nimblegen sequence identification number and SGD ORF name, respectively. Columns C-F contain the mean signal intensities, averaged over all three technical replicates and all three projects (9 microarrays in total) for the LP and total RNA samples from the eIF4G mutant (C-D) and from WT (E-F), respectively. Columns G and H contain the mean TE_4G _and mean TE_WT _values, respectively, calculated as the ratio of column C to column D (column G), or the the ratio of column E to column F (column H). Column I is the ratio of column G to column H. Spreadsheet 2 "Arava et al, 1-3 ribos per mRNA" contains the list of 564 genes whose polysomal mRNAs contain predominately 1-3 ribosomes, from Arava et al [14]. Spreadsheet 3 "512 genes, 1-3 ribosomes" contains the same information as sheet 2 (columns A-H) for the subset of 512 genes from sheet 2 that were represented in our microarrays. Columns (I-K) contain the cognate information from columns G-I of sheet 1. Spreadsheet 4 "133 genes, 1-3 ribosomes" is analogous to sheet 3 for the subset of 133 genes from sheet 2 with ribosome densities of ≤ 0.25 ribosome per 100 nt. Spreadsheet 5 "245 genes, 1-3 ribosomes" is analogous to sheet 3 for the subset of 245 genes from sheet 2 with ORF lengths < 625 nt. Click here for file

# Supplementary material for: Depletion of eIF4G from yeast cells narrows the range of translational efficiencies genome-wide
**Source:** BMC Genomics. 2011 Jan 26;12:68. doi: 10.1186/1471-2164-12-68
**Supplement:** Additional file 2 — Comparison of translational efficiencies between WT and eIF4G degron mutant. -Figure S1: Comparison of the ratios of TE values between the WT and eIF4G degron mutant determined by qRT-PCR and microarray analysis of selected mRNAs. -Figure S2: Comparison of translational efficiencies for all genes with ORF lengths < 625 nt between WT and eIF4G degron mutant cells. -Figure S3: Inverse correlation between translational efficiency and coding sequence length is dampened by eIF4G depletion, especially for genes with short ORFs. -Table S1: Variances from MA plots of microarray data. -Table S2: PCR Primers for measuring polysome distributions of selected mRNAs. -Table S3: Primers for qRT-PCR determination of TE4G/TEWT ratios and comparison of mean TE4G/TEWT ratios determined by microarray versus qRT-PCR analysis.

Additional file 2 for:

**Depletion of eIF4G from yeast cells narrows the range of translational
efficiencies genome-wide**

**Eun-Hee Park¹, Fan Zhang¹, Jonas Warringer², Per Sunnerhagen²,
and Alan G. Hinnebusch^{1†}**

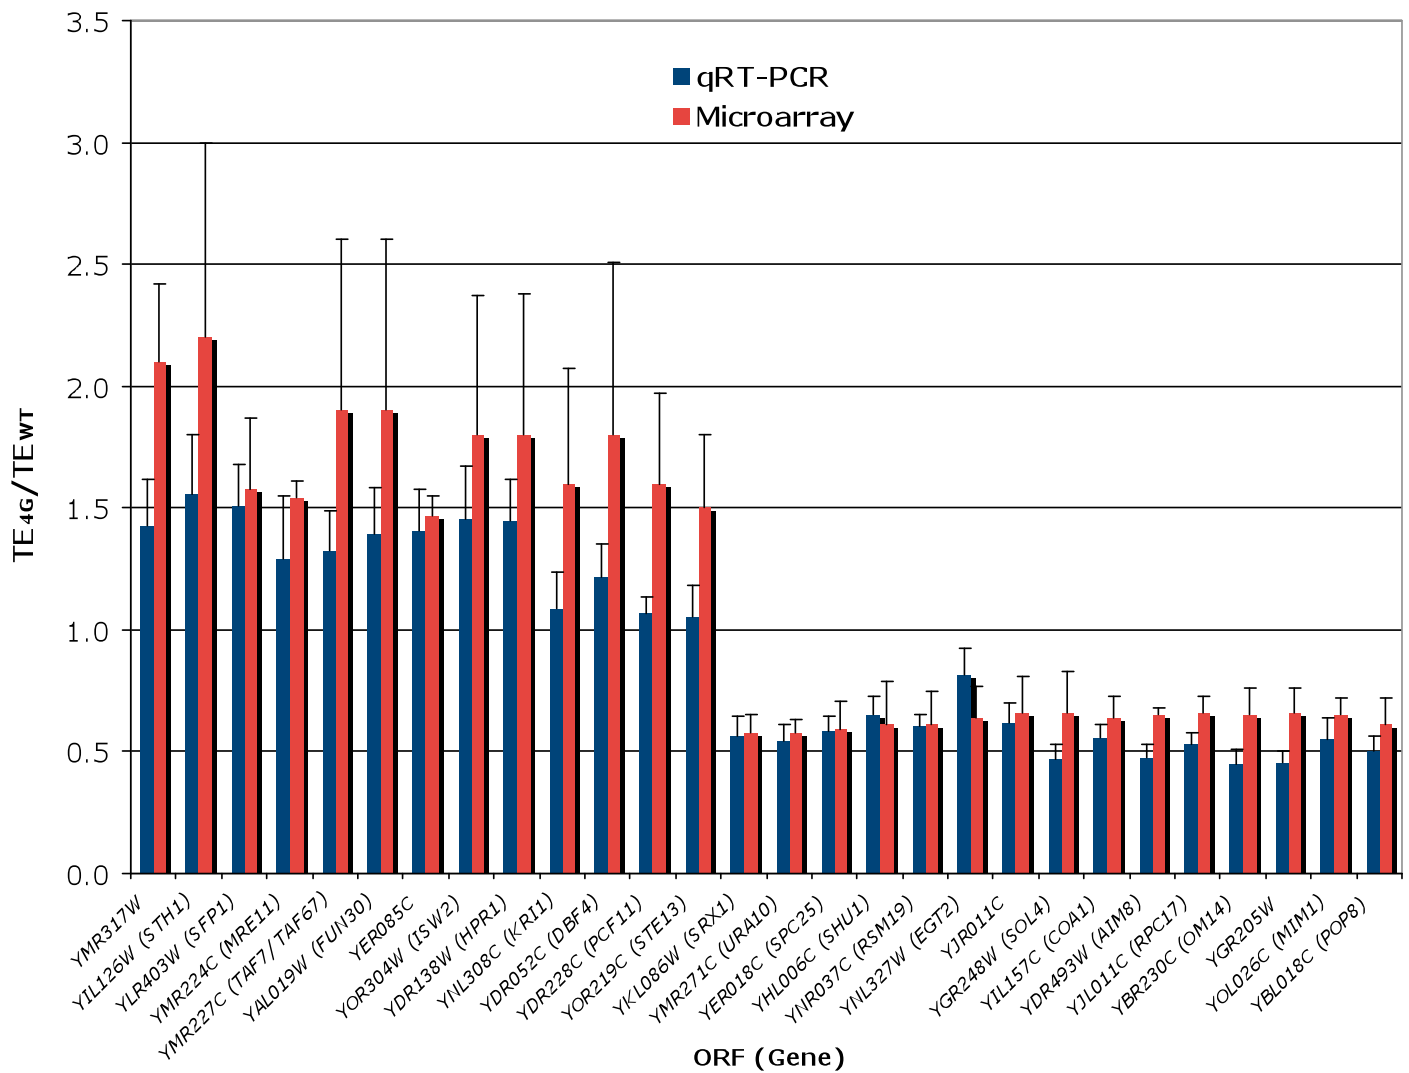

Figure S1. Comparison of the ratios of TE values between the WT and eIF4G degon mutant determined by qRT-PCR and microarray analysis of selected mRNAs. The mean TE_{4G}/TE_{WT} ratios (+/- S.E.M.) in projects I-III determined by qRT-PCR (dark blue) or microarray analysis (red) are plotted for the indicated genes, listed by their ORF and gene designations. For the genes with $TE_{4G}/TE_{WT} \leq 0.71$, the values measured by PCR analysis correspond closely to those calculated by microarray analysis. There appeared to be less agreement between the two measurements for genes with $TE_{4G}/TE_{WT} \geq 1.4$, although in view of

the higher variances for the microarray measurements, the two sets of results are not statistically different. Because the microarray measurements generally exceeded the values obtained by qRT-PCR analysis for this second class of mRNAs, such genes might exhibit smaller relative increases in translational efficiency in the mutant than are indicated by the microarray measurements. Table S3 lists the primers used for the qRT-PCR analysis and also the values plotted here in the histogram.

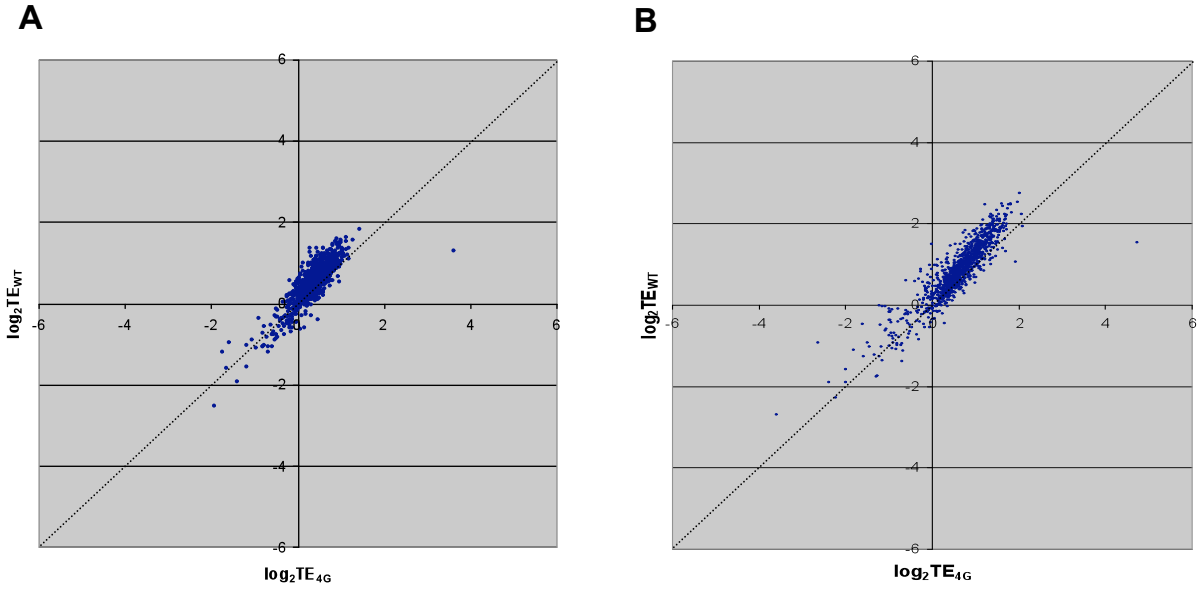

Figure S2. Comparison of translational efficiencies for all genes with ORF lengths <625nt between WT and eIF4G degron mutant cells. (A) $\log_2(TE)$ values were determined from the mean TE values calculated using data from all three biological replicates obtained from the heavy (HP) dataset (Additional file 1) for the subset of genes with ORF lengths <625nt, using ORF lengths calculated from Table S3 of Nagalakshmi et al [1]. The dotted line is the theoretical regression line in the hypothetical situation where TE values for all genes are identical between mutant and WT cells. **(B)** Identical to (A) except that the light polysome (LP) dataset (Additional file 3) was employed.

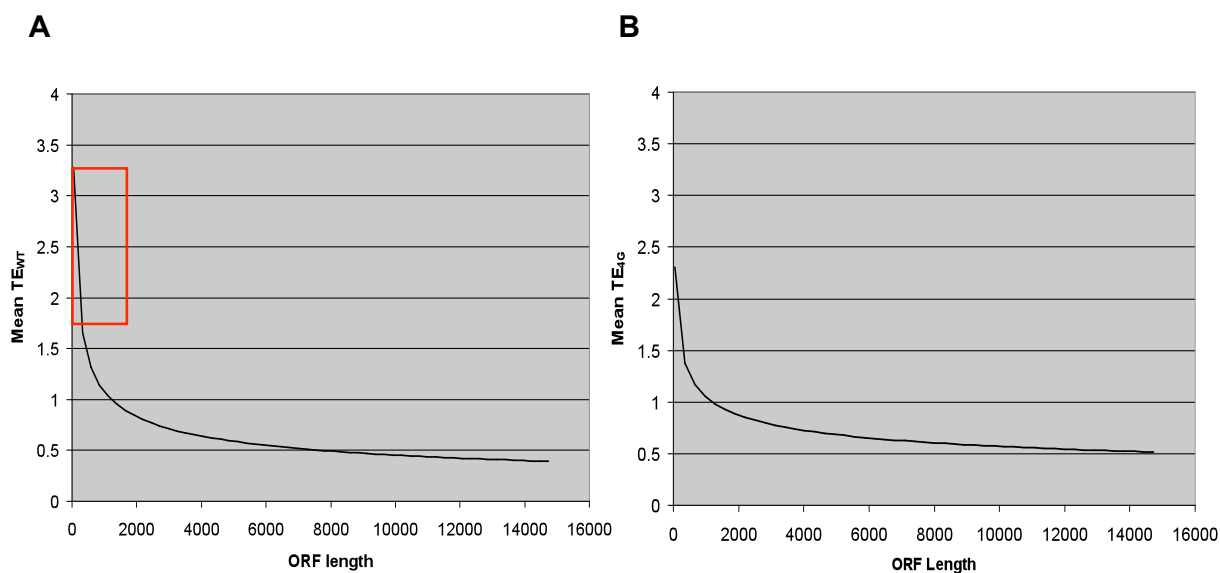

Figure S3. Inverse correlation between translational efficiency and coding sequence length is dampened by eIF4G depletion, especially for genes with short ORFs. (A) Scatterplots of mean translational efficiencies versus ORF length (in nucleotides) for all genes in WT cells, calculated using data from all three projects for the HP gradient fractions. **(B)** Same as in (A) except for the eIF4G degtron mutant. The red box in (A) highlights the region of the plot where the inverse relationship between ORF length and TE is dampened in the plot shown in panel B for the eIF4G mutant.

Table S1. Variances from MA plots of microarray data¹

Comparison	σ^2 of M values
**<i>Biological Replicates</i>**	
<i>HP_{AG}</i> vs. <i>HP_{AG}</i>	
1. I vs. II	0.087
2. I vs. III	0.034
3. II vs. III	0.09
	$\overline{X} = 0.07$
<i>HP_{WT}</i> vs. <i>HP_{WT}</i>	
4. I vs. II	0.17
5. I vs. III	0.26
6. II vs. III	0.13
	$\overline{X} = 0.19$
<i>T_{AG}</i> vs. <i>T_{AG}</i>	
7. I vs. II	0.065
8. I vs. III	0.044
9. II vs. III	0.081
	$\overline{X} = 0.063$
<i>T_{WT}</i> vs. <i>T_{WT}</i>	
10. I vs. II	0.051
11. I vs. III	0.059
12. II vs. III	0.044
	$\overline{X} = 0.051$
**<i>Mutant vs. WT comparisons</i>**	
<i>HP_{AG}</i> vs. <i>HP_{WT}</i>	
13. I vs. I	0.36
14. II vs. II	0.41
15. III vs. III	0.40
	$\overline{X} = 0.39$
<i>T_{4G}</i> vs. <i>T_{WT}</i>	
16. I vs. I	0.28
17. II vs. II	0.24
18. III vs. III	0.20
	$\overline{X} = 0.24$

Table S1. Variances from MA plots of microarray data¹ (cont'd.)***Polysomal vs. total mRNA comparisons***

**<i>HP_{4G} vs. T_{4G}</i>**	
19. I vs. I	0.16
20. II vs. II	0.30
21. III vs. III	0.14
	$\overline{X} = 0.20$
**<i>HP_{WT} vs T_{WT}</i>**	
22. I vs. I	0.30
23. II vs. II	0.36
24. III vs. III	0.61
	$\overline{X} = 0.43$

¹The variances (σ^2) of M were calculated as in Fig. 3; $\overline{X}$, mean variances calculated from the values listed in the rows immediately above in that section of the table.

Legend: The comparisons of biological replicates from the same strain, WT or eIF4G mutant, yielded relatively low σ^2 values for both HP and total RNA samples, ranging (with one exception) from 0.03 to 0.17 (rows 1-12). The variances of M in plots that compare the intensities of HP mRNAs between mutant and WT cells were 2- to 5-fold higher than the corresponding values for HP replicates from the same strain (rows 13-15 versus 1-6). Similar findings were made for total RNA (rows 16-18 versus 7-12). These comparisons reveal significant differences in the intensities of most mRNAs between mutant and WT cells, for both total and polysomal samples. MA plots that compare intensities in HP versus total RNAs were constructed to quantify the variation in translational efficiency (HP/T) across the genome for each strain. The σ^2 values for the HP:T intensity ratios are, on average, ~2-fold higher for WT than for mutant cells (rows 22-24 vs. 19-21), providing evidence that the range of translational efficiencies (HP/T values) is reduced genome-wide by depletion of eIF4G.

Table S2. PCR Primers for measuring polysome distributions of selected mRNAs

**Primer name**	**Primer Description**	**Sequence (5' to 3')**
FZP261	RPL41A<br>Sense	CGAAATGAGAGCCAAGTGG
FZP262	RPL41A<br>Anti-sense	ATGCAATTTAGATCCATTATGAGG
FZP263	RPL41B<br>Sense	CGACTTAATTCCAAATGAGAGC
FZP264	RPL41B<br>Anti-sense	GATGACGGTCCAATCAAAGG
FZP267	HAC1<br>Sense	TTACTGAACAGCGTCAAC
FZP268	HAC1<br>Anti-sense	AGAGGTGAAGGTGTGAAC
FZP271	HSP82<br>Sense	AGCAACGACGACGAACAATAC
FZP272	HSP82<br>Anti-sense	GCCACGAACTCAGAATGTCTC
FZP228	ACT1<br>Sense	TGTGTAAAGCCGGTTTTGCC
FZP229	ACT1<br>Anti-sense	GATACCTCTCTTGGATTGAGCTTC
FZP275	PDC1-2<br>Sense	TCTTGGCTGATGCTTGTGTTC
FZP276	PDC1-2<br>Anti-sense	GCTTCCTTAACTTCTGGCTTGG
FZP281	18S rRNA<br>Sense	TCACCAGGTCCAGACACAATAAG
FZP282	18S rRNA<br>Anti-sense	TCTCGTTCGTTATCGCAATTAAGC

Table S3. Primers for qRT-PCR determination of TE_{4G}/TE_{WT} ratios and comparison of mean TE_{4G}/TE_{WT} ratios determined by microarray versus qRT-PCR analysis

Primer Pair<br>(sense/<br>antisense)	ORF/<br>Gene	Sense Primer<br>(5' to 3')	Antisense<br>Primer<br>(5' to 3')	Average<br>TE _{4G} /TE _{WT}<br>from<br>microarray	Average<br>TE _{4G} /TE _{WT}<br>from<br>qRT-PCR
FZP283/284	<i>YDL037C/<br>BSC1</i>	GCCACTCACA<br>AACGGATTTC	AGGATGAAGT<br>AGTAGAGGAT<br>GAAG	2.5 ± 0.5	0.50
FZP285/286	<i>YMR317W/<br>Putative<br>Protein</i>	GGCAATAGTT<br>CTACCGTTAC<br>AAC	ACAATCAGCG<br>AGGCACTTG	2.1 ± 0.32	1.43 ± 0.19
FZP287/288	<i>YIL126W/<br>STH1</i>	TGATGAATAA<br>TACACCTACA<br>ACAG	TGCCTTGATC<br>TCCAACCTG	2.2 ± 0.80	1.55 ± 0.25
FZP289/290	<i>YLR403W/<br>SFP1</i>	CCAACTACAG<br>GTTCTCACAA<br>CTAC	CATCGTCATC<br>GTCATCGTCA<br>TC	1.6 ± 0.29	1.51 ± 0.17
FZP291/292	<i>YMR224C/<br>MRE11</i>	GCCTTGCGAG<br>TTAGAATTAT<br>TG	TGAAGTATAT<br>CCATAGGACA<br>CAAC	1.5 ± 0.07	1.29 ± 0.26
FZP293/294	<i>YMR227C/<br>TAF7/TAF6<br>7</i>	ACAAGGAGC<br>AACAACAAG<br>AGGAAG	CCGTCGTCAT<br>CATCGTCATC<br>ATC	1.9 ± 0.7	1.33 ± 0.16
FZP295/296	<i>YAL019W/<br>FUN30</i>	GGAAGACGA<br>TGACGACGAC<br>AATG	GGTGCTGGTG<br>CTGGAGTAGG	1.9 ± 0.73	1.39 ± 0.19
FZP297/298	<i>YER085C/<br>Putative<br>Protein</i>	GAGAGACTGT<br>TTAGCGAGAA<br>TCC	ACCTTCCACA<br>TATCGTCCAA<br>TTC	1.5 ± 0.08	1.41 ± 0.17
FZP299/300	<i>YOR304W/<br>ISW2</i>	CAAACCTCCGC<br>AGCCAAAAG<br>C	TCTCCTTCTTC<br>TTCTTCAGCA<br>TCG	1.8 ± 0.57	1.45 ± 0.22
FZP301/302	<i>YDR138W/<br>HPR1</i>	GAAGAGGGC<br>ACTGGAAGA<br>AGAG	CGGCAACACC<br>ACTGTCAGG	1.8 ± 0.58	1.45 ± 0.17
FZP303/304	<i>YNL308C/<br>KRI1</i>	ACCTCTGCGA<br>CGACAGTTAA<br>G	ATCTTCCTCC<br>TCTTCTCCTC<br>TTC	1.6 ± 0.47	1.09 ± 0.15
FZP307/308	<i>YDR052C/<br>DBF4</i>	ACAACCACAG<br>AATCTCCAAC<br>AG	GCGAAAGAC<br>AAATGCTTCT<br>CAG	1.8 ± 0.71	1.21 ± 0.13
FZP309/310	<i>YDR228C/<br>PCF11</i>	AACTCTCAAT<br>GCTCTGAAAC<br>AAG	TGTGTAAGAA<br>CCGACCATAT<br>CC	1.6 ± 0.37	1.07 ± 0.06
FZP311/312	<i>YOR219C/<br>STE13</i>	CAAGAAGGT<br>AACGGAAGA<br>TGG	CATATTTGTG<br>TAACGGTTTA<br>ATCG	1.5 ± 0.30	1.05 ± 0.13

Primer Pair<br>(sense/<br>antisense)	ORF/<br>Gene	Sense Primer<br>(5' to 3')	Antisense<br>Primer<br>(5' to 3')	Average<br>TE _{4G} /TE _{WT}<br>from<br>microarray	Average<br>TE _{4G} /TE _{WT}<br>from<br>qRT-PCR
FZP313/314	<i>YKL086W/<br>SRX1</i>	ACCAACAGA<br>AATTCCTCTC<br>TCAG	GCCACCATTG<br>CGTCGATC	0.58 ± 0.07	0.56 ± 0.08
FZP315/316	<i>YMR271C/<br>URA10</i>	CCTTGAAGT<br>GGATTAGAAT<br>GC	CGAATTTAAG<br>CTCCGATTGA<br>ATG	0.58 ± 0.05	0.55 ± 0.06
FZP317/318	<i>YER018C/<br>SPC25</i>	TGATTACGC<br>TGCTGGATC	GTGTTGCCCG<br>ACTCTTGG	0.60 ± 0.12	0.59 ± 0.06
FZP319/320	<i>YHL006C/<br>SHU1</i>	GGAGACACTG<br>CCAGGAAG	ATTAGAGTAT<br>TGCGGACCAT<br>TC	0.61 ± 0.18	0.65 ± 0.07
FZP321/322	<i>YNR037C/<br>RSM19</i>	GACTAAGGGC<br>ACTCCAATAA<br>G	TTTGTCTTG<br>GTTTGAGTAT<br>AGC	0.61 ± 0.14	0.60 ± 0.05
FZP323/324	<i>YNL327W/<br>EGT2</i>	CACTCTCATC<br>CTCATCTGTT<br>C	ACTTGTTCCT<br>GTTATGTAA<br>TCG	0.64 ± 0.13	0.82 ± 0.11
FZP325/326	<i>YJR011C/<br>Hypothetical<br>Protein</i>	GCAGGAAGA<br>CGAAGTATTA<br>AACC	GACTAGAACC<br>TTCTCGATCA<br>AATG	0.66 ± 0.15	0.62 ± 0.08
FZP327/328	<i>YGR248W/<br>SOL4</i>	CTCGGATGCG<br>GAGAAGATG	CCTCGGCTAC<br>TACTGCTAAT<br>G	0.66 ± 0.17	0.47 ± 0.06
FZP331/332	<i>YIL157C/<br>COA1</i>	ACGGTGAAGT<br>GAAGTCTGTG<br>AAG	CGGCAGTGAC<br>GCTCCATTC	0.64 ± 0.09	0.56 ± 0.06
FZP333/334	<i>YDR493W/<br>AIM8</i>	TGCGTTCAGG<br>AATGTTATGT<br>C	TCGGTGTCTT<br>TGTGAATGTT<br>C	0.65 ± 0.04	0.48 ± 0.06
FZP335/336	<i>YJL011C/<br>RPC17</i>	CAGGAAGAT<br>GAAGGCGAG<br>GAAC	GGTGGACCAT<br>ATTGGCAGGA<br>AG	0.66 ± 0.07	0.53 ± 0.04
FZP337/338	<i>YBR230C/<br>OM14</i>	CACCACCACA<br>ACAATAAGA<br>AGG	TGACCAAGAC<br>AACGGGATTC	0.65 ± 0.11	0.45 ± 0.06
FZP339/340	<i>YGR205W/<br>ATP-<br>Binding<br>Protein</i>	GGATAGTATT<br>CACCACCGAT<br>AAC	CGTCAATGTA<br>GCAATGGAAC<br>C	0.66 ± 0.10	0.45 ± 0.05
FZP341/342	<i>YOL026C/<br>MIM1</i>	TGACGAATCA<br>GAAGACAAA<br>GAC	GATGGAGCAC<br>GAGCCTAC	0.66 ± 0.07	0.55 ± 0.09
FZP343/344	<i>YBL018C/<br>POP8</i>	ACTCGTCGGT<br>TCACCATTAA<br>CAG	CATAGGCGGT<br>CATCGTCAGT<br>AAC	0.61 ± 0.11	0.50 ± 0.06

REFERENCES

1. Nagalakshmi U, Wang Z, Waern K, Shou C, Raha D, Gerstein M, Snyder M: **The transcriptional landscape of the yeast genome defined by RNA sequencing.** *Science* 2008, **320**(5881):1344-1349.

How the deposited data were processed for this re-analysis (not part of the article)

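Total, heavy polysome and light polysome RNA of 3 WT and 3 eIF4G degron mutant cultures, 18 samples in all, had been labeled with Cy3 and hybridized to NimbleGen yeast arrays by the authors. The files hold probe intensities, gene values of each of 3 blocks per array, and the authors' normalized gene values. The paper describes 3 technical replicate arrays per sample, and in the files these are 3 blocks of 1 array. Each array had 389307 probes, of which 351777 were gene probes and 37530 were random probes.

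The values analysed are the authors' normalized gene values on the log2 scale, averaged over the 3 blocks, for 5868 genes, of which 5862 have a name in the reference gene table and 6 do not. The authors obtained them by quantile normalization and RMA in NimbleScan, whose version in the scan files is 2.4.31, and the version used for RMA is not given in the sources used here. The distributions of the T, HP and LP values of 1 culture are alike and differ between cultures, as after quantile normalization within each culture, which the paper does not state. T and HP levels of the strains thus appear to come from separately normalized tables, while TE is a ratio within a culture. The per-block gene values turned out to be raw probe means, not RMA values, and so were used only as an alternative. Coordinates and coding spans (introns included) are those of the array annotation.

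Conditions were taken from the sample labels, with an exception. For the 3 samples of mutant project II, the T and HP intensities in Additional file 1 match the samples labelled LP and T over 1020 genes, and the LP means over projects in Additional file 3 are matched over 1996 genes when the sample labelled HP is taken as LP. The other 15 labels match those files, the LP labels only through the means over projects. The fractions of the paper's files were used, and the fractions as labelled were run as an alternative.

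TE was computed for each culture as HP/T or LP/T. Changes between strains in log2 TE (HP/T and LP/T), total RNA and HP RNA were tested with lmFit and eBayes of limma 3.58.1 (R 4.3.3, data.table 1.17.8) on the 6 cultures with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The rule of the paper's methods was run beside it, with a mean TE_4G/TE_WT over projects of at most 0.71 or at least 1.4 and P of at most 0.1 from the methods' t-test on TE. Summaries per culture were compared with exact two-sided permutation tests, whose smallest p with 3 cultures against 3 is 0.1. Coding spans of groups were compared with permutation tests of 100000 draws. Gene lists, 25 with 804 genes, were tested with camera at a preset correlation of 0.01 and, beside it, with an estimated correlation and with fry. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps. The steps were tested on simulated data, in which 200 genes were given log2 changes of 0.5 or 1.

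Named genes follow a rule set in advance: for each comparison, the 10 genes with the largest changes in each direction among those past the threshold, with the same sign in all 3 projects and a mean signal above the lowest 10% of genes, filled up for HP/T from the rule of the methods where fewer passed. Genes the paper names, strain markers and up to 4 members of each list were added, and the values in the paper's text had been seen when the rule was set. BAR1, TDH3, GAD1, GDB1, BIL2, YPR159C-A and the HP values of PDC5 and total RNA values of TDH1 stand outside the rule and were chosen after their values were seen.

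Projects number independent pairs of cultures, and pairing was checked by the correlation across genes of the deviations of mutant and WT cultures. For TE from HP/T it was -0.41, -0.55 and -0.15 within projects I, II and III, against up to 0.50, 0.50 and 0.30 across projects, while for total RNA it was 0.11, 0.28 and 0.13 within projects against up to 0.21, 0.06 and 0.21 across. The unpaired main tests had been set in advance, and the replicate block is an alternative. Scan day was read from the T array of each culture only. The T arrays were scanned on 5 days. Both strains of project I share 1 day, while in projects II and III the strains were scanned on different days. A model with day as a term leaves no residual degrees of freedom, so that day and strain cannot be told apart in projects II and III. For total RNA, the value of project I is the within-day value.

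Alternatives were other sources of gene values (probe values with and without normexp background correction, offset 50, normalized together over 18 samples, and the raw means quantile normalized), median centering, leaving out the 10% of genes with the lowest mean signal, leaving out each project, a trended and robust prior, the replicate block, and other forms of the methods' test. The median gene probe intensity of an array was 3220.4 to 10146, and 99.5% to 99.9% of gene probes lay above the 95th percentile of the random probes. Claims on 5'UTRs, upstream ORFs, essential genes and the qRT-PCR measurements were not analysed here.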

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

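Of the tests below, those of the length relation within projects I and III alone and that of the fractions of mutant project II were chosen only after the result was seen.

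Changes of total and HP RNA between the strains, which the paper shows as MA plots without naming genes, passed limma's threshold for 529 and 467 genes. The paper did not analyse these data by gene. All had the same sign in the 3 projects, and 187 and 183 of them were among the genes with the lowest 10% of signals. Calls of such dim genes may rest on background, which differed between the strains in these values. GCN2, deleted from both strains, read 4.44 in WT and 3.52 in the mutant in total RNA, and 4.43 and 3.54 in HP RNA. Its total RNA change was 0.0772 from probe values with normexp, normalized together. Of the 10 ways to split the 6 cultures into 3 and 3, 1 (the real one) gave as many genes for total RNA, with 2 as the highest of the others, and 1 for HP RNA, with 0 as the highest of the others, and 10 splits are too few for a share under 0.05. For TE, 0 genes were called in each of the 10 splits for HP/T and in each of the 10 for LP/T, with 540 and 325 genes at an unadjusted p under 0.05 in the real split and up to 985 and 1332 in another. The 985 came from the mutant culture of project I set with the WT cultures of II and III, a split that parts all 3 pairs as the real one does, and the other 2 such splits gave 856 and 40. The 1332 came from mutant cultures I and III with WT culture I, and the same split gave 1628 genes for total RNA, which shares its T arrays, against 1301 in the real one.

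Core and linker histone genes had a median log2 change of total RNA of -0.76, a signal outside the genes the paper discusses, with medians of -0.88, -0.98 and -0.43 in projects I, II and III. In project III the T values of the mutant lay higher over all genes, with a median of 13.11 against 12.78 in WT. Mitochondrial ribosomal protein genes, another group the paper does not discuss, had a median log2 TE change (HP/T) of -0.21, with -0.29, 0.04 and -0.40 in the projects.

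The spread of log2 TE over genes was narrower in the mutant in every project. Noise of single WT arrays as the whole cause is argued against by the covariance of log2 TE between projects, to which such noise does not add: WT over mutant was 1.25 in the lowest and 2.33 in the highest of the 3 pairs of projects. Normalization within each culture is argued against by the values with all 18 samples normalized together, where the variance in WT over that in the mutant was 1.42 to 4.31. RNA carried untranslated into the heavy polysomes of the mutant stays open, since the mitochondrially encoded genes, which cytosolic ribosomes do not translate, had a mean of project medians of -0.14 with an SD of 0.78, and 17 of the 19 have signals in the lowest 10%. Depletion of eIF4G, the difference that the design names, stays open as well and was not tested apart from the other differences between the strains.

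TE change (HP/T) rose with coding span in projects I and III and not in project II, where rho across genes was -0.11. Shortened RNA or cDNA as the whole cause is argued against in projects I and III, where rho from the 5 probes nearest the 3' end was still 0.349 and 0.483. These are 0.723 and 0.747 times the 0.482 and 0.647 from the 5 farthest probes, so that a part played by shortened RNA or cDNA stays open. Over all 3 projects the lowest such ratio was 0.274, in project II, where both values are near 0. Array intensity is argued against in projects I and III, where rho was 0.394 to 0.656 within 3 classes of genes by intensity, while the lowest over all projects was -0.149, again in project II. A wrong fraction taken for a mutant sample of project II is argued against by correlations with mutant projects I and III, where the lowest with the same fraction exceeded the highest with another fraction by 0.00793 or more for each of the 3 samples. The T arrays of the strains were scanned on different days in project II, but also in project III, where rho was 0.62. Different scan days thus do not by themselves set project II apart, and an effect of a particular day stays open. An effect of eIF4G depletion that differs with length may account for projects I and III and remains a hypothesis.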

How the results depend on the processing

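Comparisons, tests, gene lists and 111 alternatives were set before the data were examined, and 5 alternatives were chosen after seeing the data: the fractions as labelled, leaving out the mutant culture of project II, the raw means quantile normalized, the median split and the rounded thresholds. Of 409 values of 34 results under these alternatives, 324 kept the call, or stayed within 1.5 times or within the SD between projects, and 15 results did so under every alternative run on them. A reversal could be labelled only for the mean coding spans of the changed groups, and none was found there. The other results were labelled only as kept or moved. Their direction could still change: the mean TE_4G/TE_WT of short genes (HP/T), 0.941 in the main setting, ran from 0.817 to 1.02 on leaving out a project or the mutant culture of project II. Among named genes, the total RNA change of GCN2 (-0.92), a gene deleted from both strains, became 0.0772 and 0.0511 from the probe values with normexp and without background correction and 0.115 from the quantile normalized raw means. In the same order, the changes of the dim mitochondrial genes VAR1 (-0.73) and Q0255 (-0.69) became 0.1112, 0.0816 and 0, and 0.175, 0.127 and 0.1845. A fit with scan day as a term could not be fitted.

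From probe values with normexp, the ratio of HP variances between strains and between replicates was 2.75 (2.99 in the main setting), the rule's lower group 131 (83), and the genes rising and falling 794 and 799 in total RNA (164 and 365) and 567 and 657 in HP RNA (122 and 345). Without background correction these were 2.73, 795 and 799, and 573 and 654, and with the quantile normalized raw means 2.68, a lower group of 126, 804 and 789, and 537 and 628, with 236 mutant mRNAs at a TE of at least 1.5 (358). Median centering gave 409 and 812 genes for total and 315 and 744 for HP RNA. Without the dimmest 10% of genes, fewer genes being tested, the variance ratios were 2.29 for HP and 2.90 for T (4.09), the lower group 44, the falling genes 202 in total and 147 in HP RNA, and the lists called in total RNA 3 (5). With the fractions as labelled, the ratios were 2.08 and 2.64, the genes rising and falling in HP RNA 52 and 202, and the lists in total RNA 9. The LP ratio of short ORFs was then 0.678 (0.884), here from TE averaged over projects on the log2 scale and not as the mean of the ratios of each project. A trended and robust prior gave 331 rising genes in total and 259 in HP RNA, and the methods' t-test 11 rising and 7 falling in total and 22 and 73 in HP RNA. Welch's test gave a higher group of 56 (93). The replicate block gave 37 and 32 for the rule's groups by a paired test, 267 rising genes in total RNA, and 1 gene instead of 0 for LP/T, YPR159C-A, named after its values were seen and with mutant total RNA at background; it also ended camera's calls of oxidative phosphorylation and glycolysis in total RNA, called the strain markers there (adjusted p = 3.65e-08, 0.377 in the main setting) and the mitochondrially encoded genes in LP/T (0.0244, 0.081), and changed camera's call of no other list, while both of fry's calls ended. Classes from 1 project gave 76.7% for the share of high-TE mRNAs lower in the mutant (97.5%). With an estimated correlation 0 lists were called in each of the 4 comparisons, and fry called 0, 0, 1 and 1 (14, 13, 5 and 11 with the preset correlation, for TE from HP/T and LP/T, total and HP RNA). Over the other settings fry called 0 to 2, 0 to 1, 0 to 7 and 0 to 5, with the most for total and HP RNA from the probe values normalized together (for HP RNA also with median centering).

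Leaving out a project, or the mutant culture of project II, gave 2.52 to 3.59 for the HP variance ratio, 214 to 481 mutant mRNAs at a TE of at least 1.5, 24 to 291 and 11 to 259 mRNAs in the lower and higher groups, and 59.4% to 79.0% of the 133 genes higher in the mutant. Mean spans ran from 413 to 1477 nt for the lower and 1564 to 2320 nt for the higher group, and without project III, which left 24 and 11 mRNAs, their difference from all genes no longer passed the permutation test. LP/T called 0 to 1 gene, the latter again YPR159C-A without project I. Genes rising and falling ran from 61 to 297 and 234 to 437 in total RNA, and from 7 to 197 and 56 to 290 in HP RNA, with 7 and 56 without project II and 28 rising without project III. Called lists ran from 6 to 10 and 6 to 14 for TE from HP/T and LP/T, 4 to 8 for total and 7 to 12 for HP RNA, with the lowest of each without project III (for total RNA also without project I). Apart from the smaller numbers of genes or samples, and the offset of the T and HP values between the strains in project III, the causes were not tested.

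Signal over background limits genes in the lowest 10% of signals, which include 39 of the 83 mRNAs of the lower group and 6 of the 93 of the higher. On simulated data with this number of cultures, limma recovered 68% of log2 changes of 1 in TE from HP/T, 21% from LP/T, 89% in total RNA and 23% in HP RNA, and 1%, 0%, 17% and 0% of changes of 0.5.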

Differences from the paper's values

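The rounded thresholds and the median split below were chosen only after the result was seen. Of 81 values of the paper set beside values computed here, 0 differ by more than the larger error and 1.5 times. Both rest on the same intensities, and the differences given below pass this wide allowance, so that the count is no test of the paper's results. The counts of the methods' rule at the paper's stated thresholds were 83 and 93, where the paper's are 94 and 99. Rounded thresholds, chosen after seeing the values, by which ratios and P meet the stated bounds after rounding, gave 94 and 99. They also include RPB2, THO2 and GPX1, which the paper names in these groups and which the stated thresholds leave out, and drop none of the genes that the paper's text names in them. The mean ratios of TE_WT to TE_4G above and below the average were 1.19 and 0.933, where the paper's are 1.14 and 0.91, and a split at the median with ratios of mean TEs, chosen after seeing the values, gave 1.14 and 0.91 with 2934 genes above.

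The paper states, pointing to a figure that lists a part of the higher group, that most such mRNAs have a TE in WT at or under 0.5. Here, over the whole group, 35 of the 93 do, while 83 have one at or under 0.67 and 92 lie below the genome mean. Of the mRNAs it lists from the lower group, it states first that most have relatively high TE in WT and then that all lie above the average. Here 77 of the 83 in the whole group lie above the genome mean. It states that most of the 245 genes have significantly lower TE in the mutant in the LP data, and here 197 of 245 have a lower mean, 0 pass limma's adjusted threshold, 11 have an unadjusted p under 0.05 toward lower TE, and the exact two-sided p of the group means is 0.3. It states that the inverse relation of TE and ORF length is weaker in the mutant. Here the mean over projects of Spearman's rho was -0.703 in WT and -0.715 in the mutant, but a rank measure does not follow the size of TE differences. For genes under 300 nt, median TE in projects I, II and III was 1.52, 1.20 and 1.64 in WT and 1.15, 1.50 and 1.12 in the mutant. For genes of 3000 nt or more it was 0.618, 0.615 and 0.490 in WT and 0.658, 0.600 and 0.667 in the mutant. In projects I and III the medians of the mutant thus lay closer together, and in project II they did not.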

Other observations

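All tests of this part belong to comparisons set in advance. In total RNA, the chaperone genes SSA1 and SSE2 rose in the mutant, 2 of 26 chaperone genes, by log2 changes of 0.66 and 0.65 (adjusted p = 0.0418 and 0.0384 from limma, 2 when adjusted over the list alone, higher in 3 of 3 projects). Of 14 genes of copper uptake and binding, CCC2, a copper transporter gene of the Golgi, and CUP1-2, a metallothionein gene, rose by 0.65 and 0.53, and CTR3, a copper importer gene with a dim signal, fell by 1.68 on the log2 scale (3 rose and 1 fell when adjusted over the list alone). GAL3, the galactose sensor, rose by 0.49 (1 of 8 galactose genes, 2 when adjusted over the list alone). Of 37 genes of amino acid biosynthesis, LYS20, homocitrate synthase, rose by 1.02 and MET6, methionine synthase, fell by 0.62 on the log2 scale (1 and 0 when adjusted over the list alone), and LYS20 and LEU9 rose in HP RNA by 0.73 and 0.60. Of 15 genes of the tricarboxylic acid cycle, ACO1, aconitase, fell by 0.50 on the log2 scale beside the rise of SDH2 and SDH4 (3 rose and 2 fell when adjusted over the list alone). Of 26 genes of general stress, trehalose and glycogen, HXK1 and DDR2 rose (DDR2 by 0.97) and GPH1 and TFS1 fell by 0.69 and 0.68 on the log2 scale (2 and 2 when adjusted over the list alone). ANB1, of translation elongation factor eIF5A, fell by 1.51 on the log2 scale with a dim signal.

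Sporulation genes were lower in the mutant in all 4 comparisons by camera, with 6 of 15 falling in total and 6 in HP RNA (when adjusted over the list alone, 7 fell and 1 rose in total RNA and 7 fell in HP RNA) and 10 of the 15 among the genes with the lowest 10% of signals. Their medians were -0.45 in total RNA, -0.70 in HP RNA, -0.18 in HP/T and -0.18 in LP/T, with adjusted p of 0.968, 0.964, 0.659 and 0.551 with an estimated correlation, and all 4 calls ended without the dim genes. For HP/T camera's adjusted p was 0.0373, with 0.0343 to 0.783 over the alternatives, 9 of 11 of which ended the call. In HP/T, the TE lists of glycolysis and fermentation and of general stress had medians of -0.13 and -0.20 (camera's adjusted p = 0.0105 and 0.00124, 0.681 and 0.659 with an estimated correlation), and both calls ended without project II. In LP/T, translation initiation factor genes had a median of 0.07 (camera's adjusted p = 0.0278, 0.0138 to 0.191 over the alternatives, 5 of 11 of which ended the call, and 0.627 with an estimated correlation), and TIF4632, deleted in the mutant, is among them.

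Medians of HP/T change in lists that camera did not call were -0.05 for chaperones, -0.02 for the proteasome, -0.14 for galactose use, -0.04 for copper genes (the test pointed up), -0.01 for amino acid biosynthesis, 0.07 for histones (the test pointed down), 0.03 for initiation and -0.02 for elongation factors, 0.02 for mating-type markers, -0.003 for strain markers (the test pointed up) and -0.07 for mitochondrially encoded genes, with adjusted p from 0.126 to 0.891. VAR1 and Q0255, encoded in mitochondria, fell in total RNA by 0.73 and 0.69 on the log2 scale with dim signals, and these changes are not seen from other sources of gene values. URA3 rose in total RNA from 12.51 ± 0.38 (SD, n = 3) to 14.23 ± 0.12 (n = 3), and fry called the strain markers in total RNA (adjusted p = 0.00999) and the histones in HP RNA (adjusted p = 0.0135), and with the replicate block both calls ended (0.358 and 0.233).

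YPR159C-A, with a coding span of 102 nt, and TIF4632, deleted in the mutant, are in the higher group by the methods' rule, but their log2 total RNA levels in the mutant, 4.39 and 3.73, are no higher than that of the deleted GCN2 in WT, 4.44, so that their TE ratios rest on background and give no measured fold.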
